# Lysine 27 of replication-independent histone H3.3 is required for Polycomb target gene silencing but not for gene activation

**DOI:** 10.1371/journal.pgen.1007932

**Published:** 2019-01-30

**Authors:** Mary Leatham-Jensen, Christopher M. Uyehara, Brian D. Strahl, A. Gregory Matera, Robert J. Duronio, Daniel J. McKay

## Abstract

Proper determination of cell fates depends on epigenetic information that is used to preserve memory of decisions made earlier in development. Post-translational modification of histone residues is thought to be a central means by which epigenetic information is propagated. In particular, modifications of histone H3 lysine 27 (H3K27) are strongly correlated with both gene activation and gene repression. H3K27 acetylation is found at sites of active transcription, whereas H3K27 methylation is found at loci silenced by Polycomb group proteins. The histones bearing these modifications are encoded by the replication-dependent H3 genes as well as the replication-independent H3.3 genes. Owing to differential rates of nucleosome turnover, H3K27 acetylation is enriched on replication-independent H3.3 histones at active gene loci, and H3K27 methylation is enriched on replication-dependent H3 histones across silenced gene loci. Previously, we found that modification of replication-dependent H3K27 is required for Polycomb target gene silencing, but it is not required for gene activation. However, the contribution of replication-independent H3.3K27 to these functions is unknown. Here, we used CRISPR/Cas9 to mutate the endogenous replication-independent H3.3K27 to a non-modifiable residue. Surprisingly, we find that H3.3K27 is also required for Polycomb target gene silencing despite the association of H3.3 with active transcription. However, the requirement for H3.3K27 comes at a later stage of development than that found for replication-dependent H3K27, suggesting a greater reliance on replication-independent H3.3K27 in post-mitotic cells. Notably, we find no evidence of global transcriptional defects in H3.3K27 mutants, despite the strong correlation between H3.3K27 acetylation and active transcription.

## Author summary

During development, naïve precursor cells acquire distinct identities through differential regulation of gene expression. The process of cell fate specification is progressive and depends on memory of prior developmental decisions. Maintaining cell identities over time is not dependent on changes in genome sequence. Instead, epigenetic mechanisms propagate information on cell identity by maintaining select sets of genes in either the on or off state. Chemical modifications of histone proteins, which package and organize the genome within cells, are thought to play a central role in epigenetic gene regulation. However, identifying which histone modifications are required for gene regulation, and defining the mechanisms through which they function in the maintenance of cell identity, remains a longstanding research challenge. Here, we focus on the role of histone H3 lysine 27 (H3K27). Modifications of H3K27 are associated with both gene activation and gene silencing (i.e. H3K27 acetylation and methylation, respectively). The histones bearing these modifications are encoded by different histone genes. One set of histone genes is only expressed during cell division, whereas the other set of histone genes is expressed in both dividing and non-dividing cells. Because most cells permanently stop dividing by the end of development, these “replication-independent” histone genes are potentially important for long-term maintenance of cell identity. In this study, we demonstrate that replication-independent H3K27 is required for gene silencing by the Polycomb group of epigenetic regulators. However, despite a strong correlation between replication-independent histones and active genes, we find that replication-independent H3K27 is not required for gene activation. As mutations in replication-independent H3K27 have recently been identified in human cancers, this work may help to inform the mechanisms by which histone mutations contribute to human disease.

## Introduction

Inside the nucleus, DNA is wrapped around histone proteins to form nucleosomes, the basic building block of chromatin. In addition to compacting the genome within the confines of a small nuclear space, histone proteins also serve as substrates for regulating genome activity. In particular, many DNA-dependent processes are regulated by histone post-translational modifications (PTMs). Histone PTMs function primarily by controlling the assembly of regulatory complexes at specific loci in the genome, either through direct alteration of chromatin structure, or by serving as binding sites for *trans*-acting factors [1]. Due to the inheritance of parental histones by daughter cells during cell division, histone PTMs also have the potential to propagate epigenetic information over time, thereby helping to maintain the gene expression programs underlying cell identity. A longstanding objective has been to identify histone PTMs involved in gene regulation and to determine their relative importance in maintenance of cell identity.

A wide range of histone PTMs have been described, including acetylation, methylation, and ubiquitylation [1, 2]. Many of these PTMs are enriched at particular types of functional elements in the genome. For example, tri-methylation of H3K36 is enriched at gene exons [3], whereas H3K9 tri-methylation is enriched in heterochromatin [4]. While the presence of histone PTMs at particular DNA elements genome wide suggests a role in regulating the activity of these elements, the specific function of histone PTMs remains largely untested in animals. This is because PTM function has been inferred from mutations in the proteins that catalyze or bind to PTMs. However, the “writer” and “reader” proteins for histone PTMs typically belong to multi-protein complexes with numerous regulatory targets, making interpretation of their mutant phenotypes challenging. For example, ubiquitylation of histone H2A is strongly correlated with transcriptional silencing by Polycomb group proteins. Moreover, null mutations in *Drosophila* Sce or its mammalian homologs Ring1A/B [5] [6] [7], which catalyze this PTM, result in de-repression of Polycomb target genes, leading to the conclusion that H2A ubiquitylation plays a critical role in Polycomb target gene silencing. However, more recently, mutation of the lysine residues in H2A that prevent its ubiquitylation by Sce did not result in Polycomb target gene de-repression [8], indicating that H2A ubiquitylation is dispensable for Polycomb-mediating gene silencing in *Drosophila*. Similar findings have been described for histone H3 lysine 4 (H3K4), whose modification is associated with transcriptional activation. Mono-methylation of H3K4 is found at transcriptional enhancers and tri-methylation of H3K4 is correlated with active promoters [9]. However, mutation of H3K4 in *Drosophila* revealed that its modification is not required for signal transduction-mediated gene expression [10]. Thus, mutating histone residues is an effective means of determining the requirement of PTMs in regulating genome activity.

In this study, we examine the role of histone H3 lysine 27 (H3K27) in transcriptional regulation. Modification of H3K27 is correlated with both gene activation and gene repression. H3K27 acetylation (H3K27ac), which is catalyzed by the histone acetyltransferase CBP/p300 [11], is associated with gene activation. Although H3K4 mono-methylation is found at DNA elements that have the potential for enhancer activity (ie. poised enhancers) [12], the appearance of H3K27ac coincides with enhancer activation [13]. The strong correlation between H3K27ac and enhancer activity has led it to become a defining feature of active enhancers [14]. Consistent with an important role of H3K27ac in enhancer function, mutations in the genes encoding CBP/p300 are lethal [15]. Despite its prominence, the precise role of H3K27ac in enhancer activation remains unclear. In contrast to H3K27ac, methylation of H3K27 is associated with gene repression. H3K27 tri-methylation (H3K27me3) in particular is closely correlated with transcriptional silencing by Polycomb group complexes [16]. In *Drosophila*, H3K27me3 is catalyzed by the methyltransferase Enhancer of Zeste (E(z)), a core component of the Polycomb Repressive Complex 2 (PRC2) [17–19]. H3K27me3 is specifically bound by the chromodomain of the Polycomb (Pc) protein, a core component of the PRC1 complex [20, 21]. Together, PRC1 and PRC2, as well as additional Polycomb repressive complexes, maintain heritable silencing of target genes during development. Mutations in *E(z)* or *Pc* result in transcriptional de-repression of Polycomb targets such as the Hox factors and other master regulators of cell identity [16, 18]. In mammals, mutations in Polycomb group proteins are associated with oncogenesis and defects in stem cell function [22], making understanding of Polycomb function important for human health. However, the mechanisms whereby H3K27 modifications influence maintenance of transcriptional “on” and “off” states remain elusive.

In dividing cells, the majority of histones are packaged into chromatin during DNA replication. These histones are encoded by the replication-dependent histone genes, which are expressed at high levels only during S-phase [23]. Outside of S-phase, replacement of histones disrupted by DNA-dependent processes is accomplished by the replication-independent histone genes, which are expressed throughout the cell cycle [24]. Remarkably, in post-mitotic cells like neurons, replication-independent histones accumulate with age to near-saturating levels [25] [26]. In *Drosophila*, the replication-dependent histone H3 is termed H3.2, and the replication-independent histone H3 is termed H3.3. Genome-wide profiling has revealed that H3.3 is enriched at sites of nucleosome turnover [27] [28] [29]. These are sites where nucleosomes have been replaced due to disruption of histone-DNA interactions, such as within the bodies of actively transcribed genes, as well as in enhancers and promoters. Consistent with the high levels of H3.3 at these loci, mass spectrometry indicates that H3.3 is enriched relative to H3.2 for histone PTMs associated with active chromatin, including H3K4 methylation and H3K27ac, in both fly and human cells [30] [31]. H3.3 is also enriched at other sites of nucleosome turnover, including those associated with gene repression such as Polycomb Response Elements (PREs) [27].

The role of H3.2K27 was recently tested by genetic replacement of the endogenous replication-dependent histone genes with transgenes encoding mutant histones that cannot be modified on lysine 27 (H3.2K27R) [32] [33]. This work revealed that H3.2K27 is required for Polycomb target gene silencing but not for gene activation. Mutations in replication-independent H3.3K27 have been identified in pediatric cancer patients. In particular, a recurrent H3.3K27M mutation was found in 32/40 cases (80%) of diffuse intrinsic pontine gliomas [34]. These cancers also exhibit global decreases in H3K27me3 levels and an increase in H3K27ac [35]. Mechanistically, it has been proposed that H3.3K27M drives oncogenesis by dominantly interfering with PRC2 activity [35]. In *Drosophila*, transgenic overexpression of H3.3K27M phenocopies loss of function mutations in Polycomb group proteins [36], suggesting a conserved mechanism of action. However, despite this work, the role played by H3.3K27 in normal development has not been described.

In this report, we use CRISPR/Cas9 to mutate lysine 27 of the replication-independent H3.3 genes in *Drosophila* to a non-modifiable residue (H3.3K27R). Surprisingly, despite loss of H3.3K27ac, we observe no global defects in steady-state RNA levels in H3.3K27R mutants, indicating that H3.3K27ac is dispensable for transcription. However, Polycomb group target genes become de-repressed at late stages of development in H3.3K27R mutants, indicating that H3.3K27 is required for proper long-term epigenetic silencing by Polycomb.

## Results

### H3.3B^K27R^ causes male lethality

Similar to mammalian genomes, the *Drosophila* genome contains two H3.3 genes that encode proteins with identical sequences [37]. *H3*.*3A* is located on the second chromosome, and *H3*.*3B* is located on the X chromosome (**Fig 1A**). Null mutations in either gene individually result in no mutant phenotype, suggesting functional overlap between H3.3A and H3.3B. By contrast, H3.3 double mutants exhibit reduced viability and are infertile [38, 39]. The H3.3 proteins differ from the replication-dependent H3.2 by four amino acids (**Fig 1B**). Three of these four residues play an important role in chaperone-dependent deposition of H3.3 into chromatin outside of S-phase [24], resulting in distinct genome-wide distribution profiles for H3.3 and H3.2. Aside from these four amino acids, the H3.2 and H3.3 protein sequences are identical, suggesting they may perform largely similar functions in chromatin. Indeed, H3.2 rescues the reduced viability of H3.3 double mutants when expressed under control of H3.3 *cis*-regulatory sequences [39]. Conversely, H3.3 rescues lethality of replication-dependent histone mutants when expressed under control of H3.2 *cis*-regulatory sequences [10].

**Fig 1:**
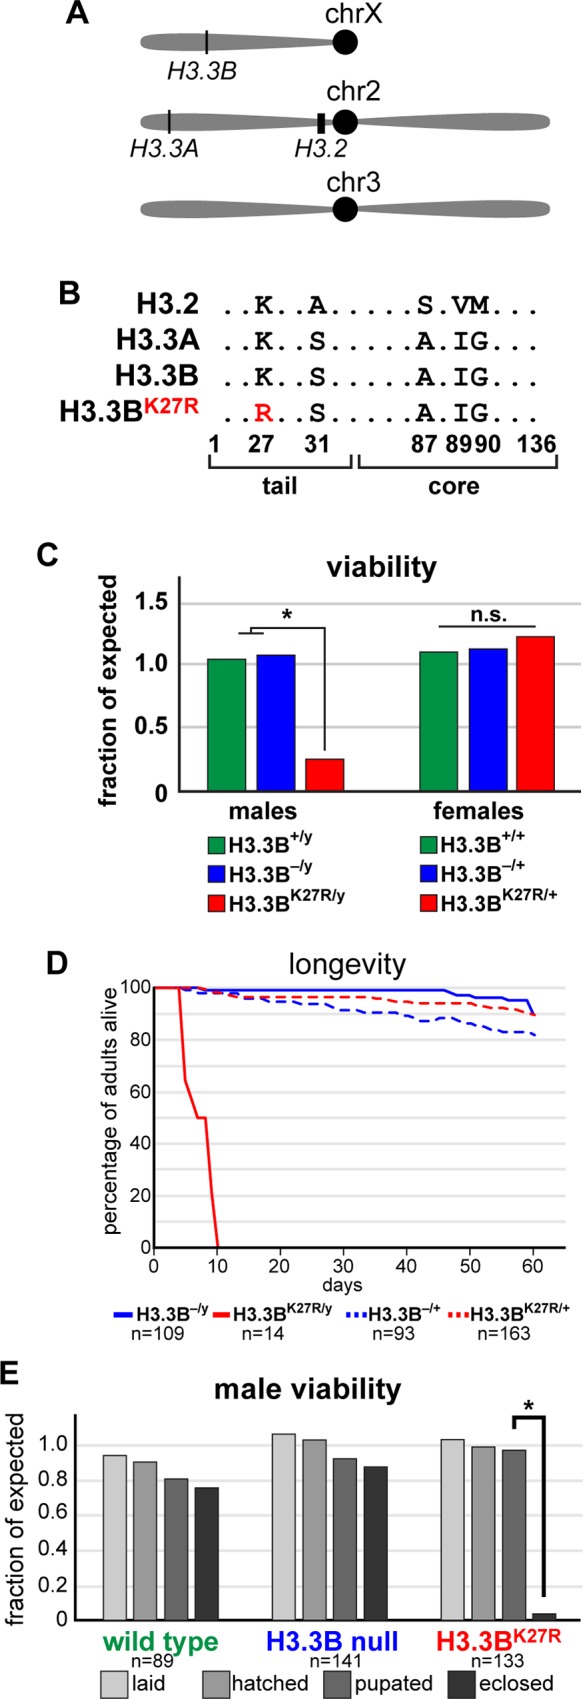
*H3*.*3B*^*K27R*^ causes male lethality. (**A**) Cartoon depicting the genomic locations of the three H3 loci. (**B**) Amino acid sequence of the three H3 proteins and the H3.3^K27R^ mutant (highlighted in red). (**C**) Bar plot of the viability of wild type (green) males and females, as well as hemizygous males and heterozygous females for an *H3*.*3B* null allele (blue), and for the *H3*.*3B*^*K27R*^ allele (red). Data are plotted as the fraction of expected based on the total number of flies. Asterisk indicates fewer than expected males survive (chi-square test, p value < 0.001). (**D**) Kaplan-Meyer plot of hemizygous males (solid lines) and heterozygous females (dashed lines) for *H3*.*3B* null (blue) and *H3*.*3B*^*K27R*^ (red) alleles. n equals the number of adults assayed. (**E**) Bar plot of male viability at four developmental stages for the three indicated genotypes. Asterisk indicates fewer than expected males survive the pupal stage (chi-square test, p value < 0.001). n equals the starting number of eggs for each genotype.

To examine the role of H3.3K27 in *Drosophila* development, we mutated the endogenous *H3*.*3B* gene to generate a non-modifiable K27 residue (*H3*.*3B*^*K27R*^). Females heterozygous for *H3*.*3B*^*K27R*^ exhibit no developmental defects and survive to adulthood with equal frequency as wild type or heterozygous *H3*.*3B*^*null*^ flies (**Fig 1C**). By contrast, males hemizygous for *H3*.*3B*^*K27R*^ demonstrate significantly reduced viability relative to wild type or *H3*.*3B*^*null*^ flies (**Fig 1C**). The few *H3*.*3B*^*K27R*^ males that survive to adulthood are infertile, and longevity assays revealed that they have a markedly shortened lifespan (**Fig 1D**). The infertility of *H3*.*3B*^*K27R*^ males precluded us from generating homozygous *H3*.*3B*^*K27R*^ females. Examination of the lethal phase of *H3*.*3B*^*K27R*^ males revealed that they die almost exclusively during the pupal stage of development (**Fig 1E**). *H3*.*3B*^*K27R*^ males removed from the pupal case just prior to eclosion (96 – 108 hours after pupal formation, hereafter “pharate adults”) exhibit no obvious morphological defects relative to wild type males at the equivalent developmental stage. Males that eclose from their pupal cases are also wild type in appearance, however they exhibit severely restricted movement (not shown). Thus, we conclude that *H3*.*3B*^*K27R*^ causes male-specific lethality near the end of pupal development. The more severe phenotype of *H3*.*3B*^*K27R*^ males relative to *H3*.*3B*^*null*^ males suggests that H3.3BK27R histones are incorporated into chromatin, but that they lack a required functionality provided by wild type H3.3 histones.

### H3.3A and H3.3B are non-equivalent genes

Males and females exhibit different susceptibilities to the *H3*.*3B*^*K27R*^ mutation (**Fig 1C**). Because *H3*.*3B* is located on the X chromosome, females may be less susceptible due to expression of the wild type *H3*.*3B* allele present on their homologous X. Similarly, expression of wild type *H3*.*3A* might suppress *H3*.*3B*^*K27R*^ mutant phenotypes in both males and females. Therefore, we asked if removing additional H3.3 gene copies would increase susceptibility to *H3*.*3B*^*K27R*^ in females by crossing in null alleles of the *H3*.*3A* and *H3*.*3B* genes. Removal of the homologous *H3*.*3B* allele (*H3*.*3B*^*K27R/–*^) decreased *H3*.*3B*^*K27R*^ female viability relative to *H3*.*3B*^*K27R*^ females with a wild type *H3*.*3B* allele (*H3*.*3B*^*K27R/+*^) (**Fig 2A**). Surprisingly, removal of both alleles of *H3*.*3A* from *H3*.*3B*^*K27R*^ females (*H3*.*3B*^*K27R/+*^ *; H3*.*3A*^*–/–*^) reduced viability to a similar extent as removing only one copy of *H3*.*3B*. Finally, removal of all wild type H3.3 copies (*H3*.*3B*^*K27R/–*^*; H3*.*3A*^*–/–*^*)* decreased viability of *H3*.*3B*^*K27R*^ females even further (**Fig 2A**). These findings indicate that *H3*.*3A* and *H3*.*3B* both contribute to suppression of the *H3*.*3B*^*K27R*^ mutant phenotype in females, consistent with the predicted overlapping functions of these genes. However, the magnitude of the contribution made by *H3*.*3B* is greater than that made by *H3*.*3A*.

**Fig 2:**
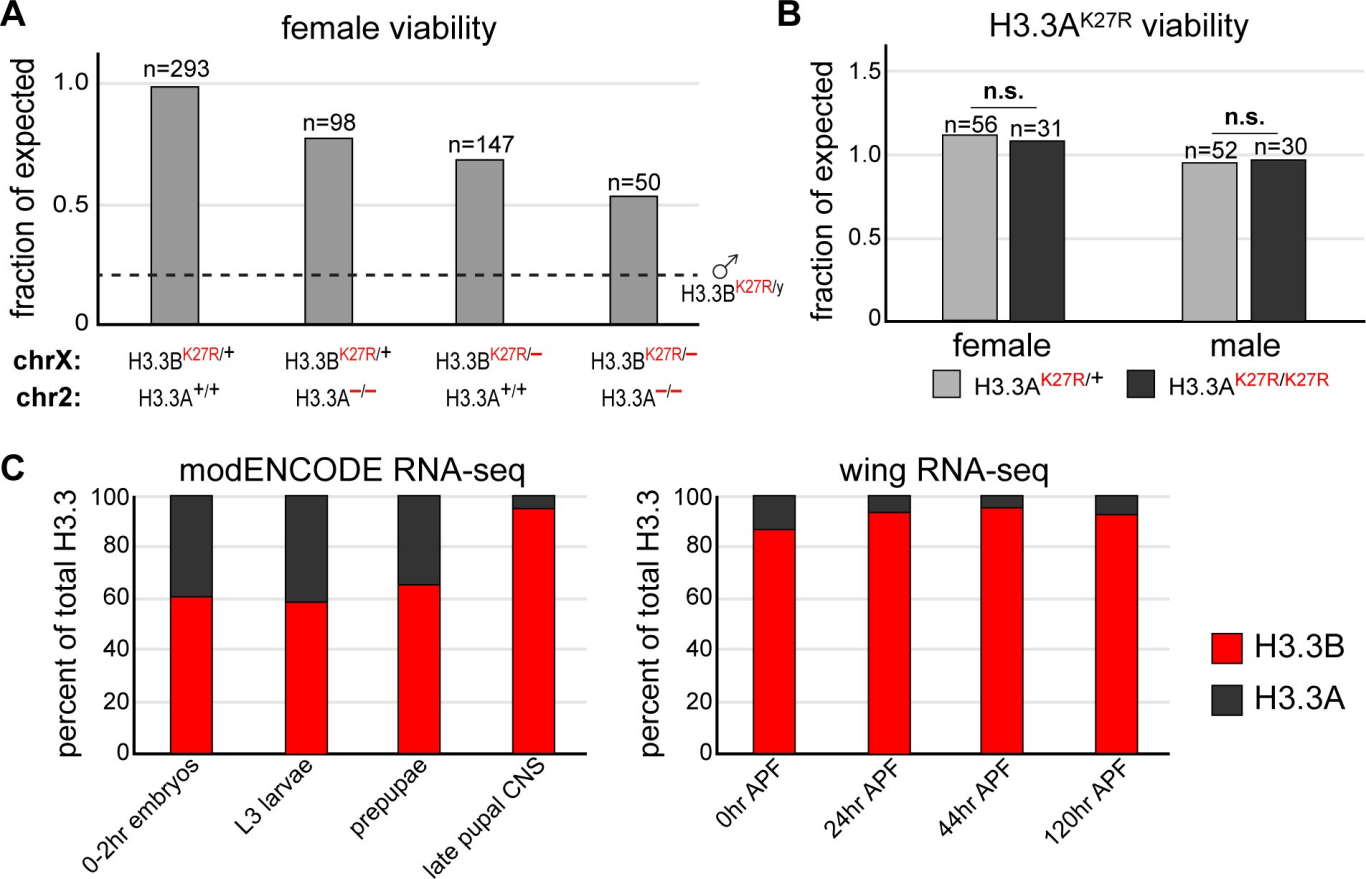
*H3*.*3A* and *H3*.*3B* are non-equivalent genes. (**A**) Bar plot of female viability for the following genotypes: *H3*.*3B*^*K27R*^ heterozygotes, *H3*.*3B*^*K27R*^ heterozygotes also homozygous for an *H3*.*3A* null allele, trans-heterozygotes for *H3*.*3B*^*K27R*^ and *H3*.*3B* null alleles, trans-heterozygotes for *H3*.*3B*^*K27R*^ and *H3*.*3B* null alleles also homozygous null for *H3*.*3A*. The dashed line indicates *H3*.*3B*^*K27R*^ male viability from Fig 1C. n equals the number of adults scored for each indicated genotype. (**B**) Bar plot of viability for males and females heterozygous (light gray) or homozygous (dark gray) for an *H3*.*3A*^*K27R*^ allele. n equals the number of adults scored for each indicated genotype. (**C**) Stacked bar charts of H3.3B and H3.3A RNA-seq signal from selected modENCODE developmental stages and tissues (left) and four time points in wing development (right).

The relatively minor impact that deletion of *H3*.*3A* had on *H3*.*3B*^*K27R*^ female viability suggests that the *H3*.*3A* and *H3*.*3B* genes are not equivalent. To directly test the role of K27 in H3.3A function, we used CRISPR/Cas9 to generate an *H3*.*3A*^*K27R*^ mutation. Homozygous *H3*.*3A*^*K27R*^ male and female flies are fertile, exhibit no visible defects, and survive to adulthood at similar frequencies as their heterozygous siblings (**Fig 2B**). In fact, *H3*.*3A*^*K27R*^ homozygous flies can be propagated as a stable stock. Because the *H3*.*3A* and *H3*.*3B* genes encode identical proteins, it is unlikely that they perform different biochemical functions *in vivo*. Therefore, we reasoned that differences in *H3*.*3A* and *H3*.*3B* gene function are a consequence of distinct gene expression profiles. Supporting this hypothesis, RNA-seq data from modENCODE reveal that *H3*.*3A* and *H3*.*3B* are expressed at different levels over developmental time, and between different tissues (**Fig 2C**) [40]. This finding is consistent with recent observations from *C*. *elegans*, in which non-allelic H3.3 gene expression patterns range from ubiquitous to germ line-specific [41]. Furthermore, our own RNA-seq data from dissected wings show that steady state *H3*.*3B* RNA levels are significantly greater than those of *H3*.*3A* (**Fig 2C**) [42, 43]. Thus, the more severe phenotype of *H3*.*3B*^*K27R*^ is likely due to higher levels of H3.3B protein relative to H3.3A, as opposed to K27 performing a distinct function in H3.3B relative to H3.3A. Finally, we created a double *H3*.*3*^*K27R*^ mutant genotype by crossing *H3*.*3B*^*K27R*^ and *H3*.*3A*^*K27R*^ flies. Females heterozygous for *H3*.*3B*^*K27R*^ with homozygous *H3*.*3A*^*K27R*^ mutations (*H3*.*3B*^*K27R/+*^ *; H3*.*3A*^*K27R/K27R*^) survive at the expected frequency and are fertile, consistent with a secondary role of *H3*.*3A* relative to *H3*.*3B* (not shown). Notably, we did not recover any *H3*.*3B*^*K27R*^ males with homozygous *H3*.*3A*^*K27R*^ mutations (*H3*.*3B*^*K27R/y*^ *; H3*.*3A*^*K27R/K27R*^), indicating that the presence of wild type H3.3A histones contributes to the survival of *H3*.*3B*^*K27R*^ males.

### Male-specific lethality of H3.3B^K27R^ is a consequence of X-chromosome dosage compensation

A key finding from the preceding experiments is that females bearing only one copy of *H3*.*3B*^*K27R*^ and no wild type *H3*.*3* genes (*H3*.*3B*^*K27R/–*^*; H3*.*3A*^*–/–*^*)* survive at a greater frequency than *H3*.*3B*^*K27R*^ males that have two wild type copies of *H3*.*3A* (**Fig 2A, dashed line**). One possible explanation for why males are more sensitive to H3.3BK27R mutant histones than females is X chromosome dosage compensation. In *Drosophila*, transcription of the male X chromosome is hyper-activated approximately two-fold to balance X-linked gene expression between males and females [44]. Therefore, increased lethality of *H3*.*3B*^*K27R*^ males relative to females might be due to a defect in dosage compensation caused by H3.3BK27R mutant histones. Alternatively, increased lethality of *H3*.*3B*^*K27R*^ males could be a consequence of increased expression of *H3*.*3B*^*K27R*^ mutant histone genes due to hyper-activation of X-linked genes in males relative to females. To distinguish between these alternatives, we first performed immunofluorescence on salivary glands from *H3*.*3B*^*K27R*^ males. As part of the dosage compensation pathway, Histone H4 lysine 16 (H4K16) is hyper-acetylated on the male X chromosome relative to autosomes. We observed that H4K16ac levels were indistinguishable between wild type and *H3*.*3B*^*K27R*^ males (**Fig 3A**), indicating that H3.3BK27R mutant histones do not interfere with hyper-acetylation of the male X chromosome. 

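The authors sequenced RNA from whole pharate adult males and deposited an RPKM value (reads scaled to gene length and to the reads counted in the library) for each gene in 2 wild type and 2 *H3.3B* K27R libraries. Each value was taken as log2(RPKM + 1), and the mean of the 2 wild type libraries was subtracted. Genes with a mean RPKM of at least 1 over all 6 libraries of the experiment were used, of which the BDGP6 annotation places 1770 on the X chromosome and 9290 on 2L, 2R, 3L and 3R. The median log2 fold change of *H3.3B* K27R males against wild type was 0.0408 for X-linked genes. On the autosomal arms it was -0.0527 for 2L, -0.0235 for 2R, -0.0125 for 3L and -0.0317 for 3R. The median of X-linked genes minus that of autosomal genes was 0.0662 in replicate 1 and 0.0598 in replicate 2 of *H3.3B* K27R males. In the wild type libraries, which served as the reference, it was 0.00165 and -0.00165. Relative to autosomal genes, X-linked genes were therefore 0.063 higher on the log2 scale in *H3.3B* K27R males (SD 0.00457 between *H3.3B* K27R libraries, n = 2), or 1.04-fold. The exact two-sided permutation test gave p = 0.333, which is the smallest p that 2 libraries against 2 allow, so the design cannot reach a p of 0.05. With the mean of genes in place of the median, the difference was 0.0926.

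**Figure D1:**
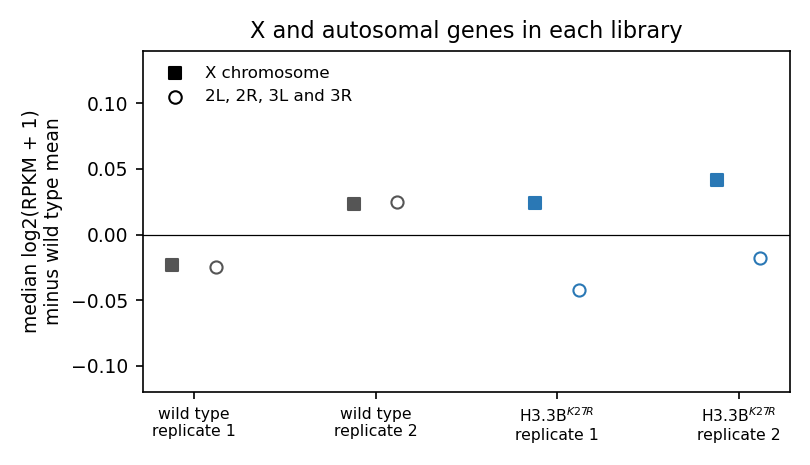
Median of log2(RPKM + 1) minus the wild type mean, for genes on the X chromosome (squares) and on the 4 main autosomal arms (circles) in each wild type and H3.3BK27R library. In both H3.3BK27R libraries the X median (0.0242 and 0.0418) lies above the autosomal median (-0.042 and -0.0179).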

Consistent with this finding, transcriptomic analyses of wild type and *H3*.*3B*^*K27R*^ males (see below) did not reveal a systemic decrease in X-linked gene expression relative to autosomes (**Fig 3B**). RNA-seq values from flies in which the male X chromosome exhibits a dosage compensation defect (mutation of replication-dependent histone H4 lysine 16) are also plotted as a comparison [45]. Together, these data indicate that lethality of *H3*.*3B*^*K27R*^ males is not caused by a defect in dosage compensation.

**Fig 3:**
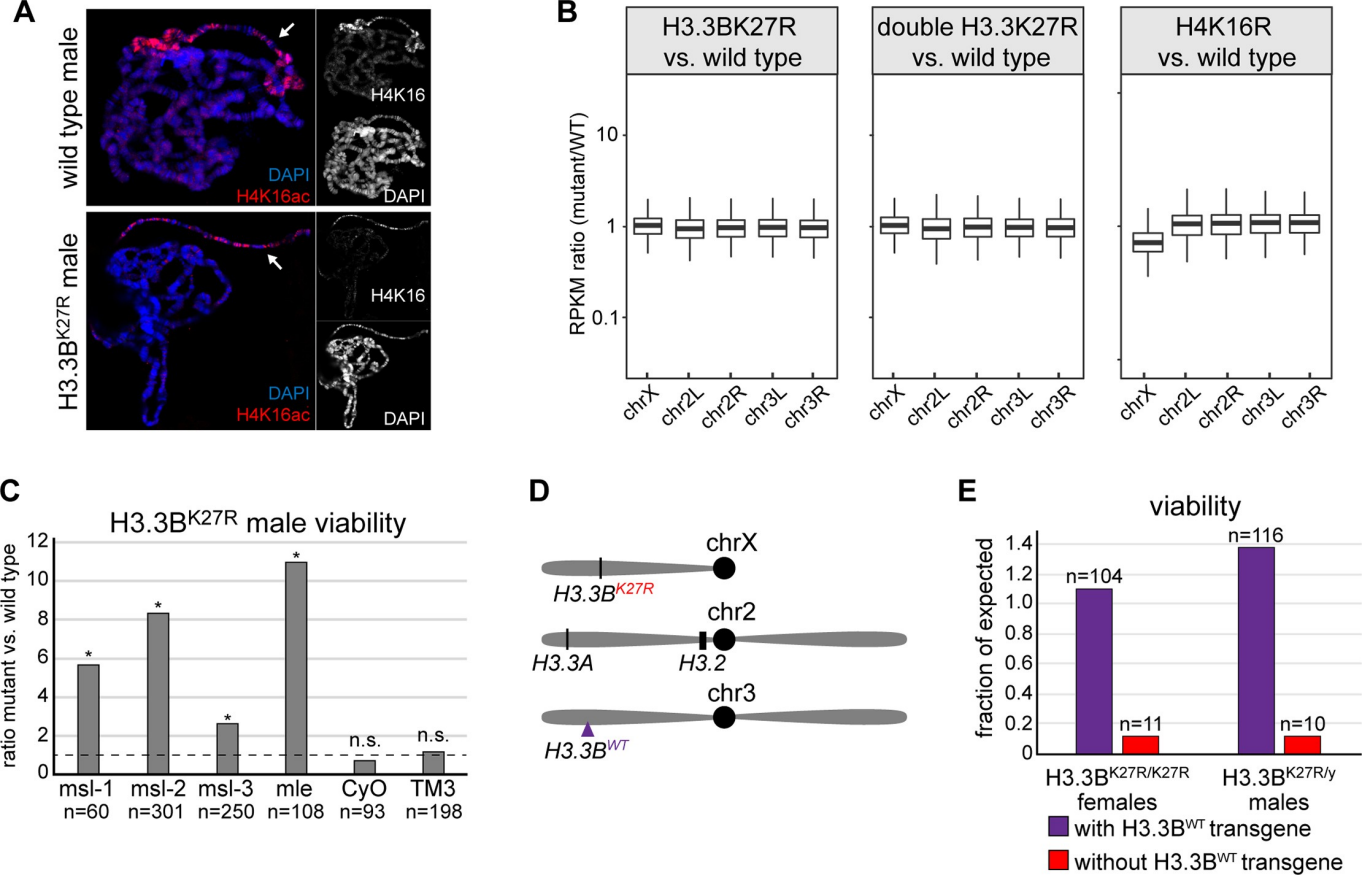
Levels of H3.3BK27R mutant histones determine the impact on development. (**A**) Confocal images of salivary glands from wild type and *H3*.*3B*^*K27R*^ male third instar larvae stained for H4K16ac and DAPI. Arrow indicates the X chromosome. (**B**) Box plots of RNA-seq values for genes located on the X chromosome and the four main autosomal arms. The ratio of RPKM values in mutant versus wild type is plotted for each gene. H4K16 mutant data are from [45]. (**C**) Bar plot of *H3*.*3B*^*K27R*^ male viability for the six indicated genotypes. Data are plotted as the ratio of *H3*.*3B*^*K27R*^ males inheriting the chromosome indicated under each bar relative to its homologous wild type chromosome. Asterisks indicate statistical significance by chi-square test (p values as follows: *msl-1*: 9.6x10^-4^, *msl-2*: 3.2x10^-5^, *msl-3*: 4.4x10^-3^, *mle*: 9.1x10^-4^, *CyO*: 0.37, *TM3*: 0.69). The dashed line indicates the expected ratio of 1. n equals the total number of males scored. (**D**) Cartoon of the genomic location of the *H3*.*3B*^*WT*^ transgene relative to the endogenous *H3* gene loci. (**E**) Bar plot of viability for homozygous *H3*.*3B*^*K27R*^ females and hemizygous *H3*.*3B*^*K27R*^ males inheriting the *H3*.*3B*^*WT*^ transgenic chromosome (purple) or the non-transgenic homologous chromosome (red). n equals the number of adults scored for each indicated genotype.

We next asked if increased lethality of *H3*.*3B*^*K27R*^ males relative to females is a consequence of hyper-activation of the male X chromosome by screening for genetic interactions between *H3*.*3B*^*K27R*^ and dosage compensation mutants. We reasoned that a decrease in dosage compensation might suppress the *H3*.*3B*^*K27R*^ male-specific lethal phenotype by reducing H3.3B expression, as has been previously observed in RNAi experiments for dosage compensation genes [46] (**S1A Fig**). We found that viability was significantly increased for *H3*.*3B*^*K27R*^ males that were also heterozygous for one of several mutations that attenuate dosage compensation (**Fig 3C**). For example, we recovered eleven times more adult *H3*.*3B*^*K27R*^ males that were heterozygous for a mutation in the dosage compensation gene *maleless* (*mle*) (*H3*.*3B*^*K27R/y*^ *; mle*^*9*^*/+*) relative to their siblings with two wild type *mle* genes (*H3*.*3B*^*K27R/y*^ *; CyO/+*). These findings show that the increased sensitivity of males to H3.3BK27R mutant histones relative to females is caused by hyper-activation of the male X chromosome, rather than by a defect in dosage compensation caused by H3.3K27R mutant histones. They also suggest that the relative abundance of H3.3K27R histones determines the impact on development, rather than a male-specific function for H3.3 lysine 27. To further explore potential male-specific functions of H3.3B lysine 27, we introduced a transgene containing the wild type *H3*.*3B* gene onto chromosome three [47] (**Fig 3D**). The additional wild type copy of H3.3B fully rescued viability of H3.3B^K27R^ males (**Fig 3E**). Moreover, these males are now fertile, allowing us to test the consequence of mutating both alleles of H3.3B lysine 27 in females. Homozygous *H3*.*3B*^*K27R*^ females exhibited a similar reduction in viability as *H3*.*3B*^*K27R*^ males, supporting the conclusion that H3.3B lysine 27 does not have a male-specific function. Instead, we conclude that levels of H3.3BK27R mutant histones above a certain threshold impairs development in both males and females.

### H3.3B^K27R^ males exhibit diminished PTM levels

To determine the consequences of *H3*.*3B*^*K27R*^ mutation at the molecular level, we performed western blotting for PTMs associated with H3 lysine 27. H3K27 can be both acetylated and methylated. H3K27ac is correlated with transcriptional activation [13], whereas H3K27me3 and H3K27me2 are associated with transcriptional silencing [16, 48]. The amino acid sequence surrounding lysine 27 is identical in both H3.2 and H3.3, suggesting that the enzymes that catalyze these PTMs would be capable of recognizing either histone as a substrate. Supporting this expectation, mass spectrometry results from *Drosophila* and mammalian cell lines indicate that both H3.2 and H3.3 can be acetylated or methylated on lysine 27 [30, 31]. However, the abundance of these PTMs on H3.2 and H3.3 is not equivalent. The majority of acetylation is found on H3.3, consistent with the relative enrichment of H3.3 at transcriptionally-active loci [27]. By contrast, the majority of di- and tri-methylation is found on H3.2, consistent with the relative depletion of H3.3 in transcriptionally-silenced loci [30, 31].

To determine if *H3*.*3*^*K27R*^ males exhibit any changes in H3K27 PTM levels, we performed western blotting on pharate adult males, just prior to the time when *H3*.*3B*^*K27R*^ males die. *H3*.*3B*^*K27R*^ pharate adult males display a 4.8-fold decrease in H3K27ac levels relative to wild type males (**Fig 4A and 4D**). *H3*.*3B*^*K27R*^ pharate adult males also display a 1.9-fold decrease in H3K27me3 levels (**Fig 4B and 4D**), and a 2.3-fold decrease in H3K27me2 levels (**Fig 4C and 4D**). Total levels of H3 were unaffected, further supporting that H3.3BK27R mutant histones are incorporated into chromatin but do not support K27 modification. Thus, even though prior work from *Drosophila* cell lines indicates that H3.3 accounts for the minority of total histone H3 levels [30], H3.3K27 is required for a significant fraction of the total H3K27ac, H3K27me2 and H3K27me3 levels, at least in pharate adults. Moreover, these data indicate that neither H3.2K27 nor H3.3AK27 fully substitutes for the absence of H3.3BK27 in these flies. Western blot analysis of double *H3*.*3*^*K27R*^ pharate adult males revealed further decreases in K27 PTM levels (**Fig 4C–4F**). Double *H3*.*3*^*K27R*^ males display a 6.4-fold decrease in H3K27ac levels (**Fig 4D and 4E**), a 4.7-fold decrease in H3K27me2 levels (**Fig 4C and 4D**), and a 2.6-fold decrease in H3K27me3 levels (**Fig 4D and 4F**). Because H3.3 is expressed in a replication-independent manner, whereas H3.2 expression is coupled with DNA replication, we reasoned that H3.3 may account for a greater fraction of the total H3 levels at later stages of development, such as in pharate adults, when many cells have transitioned into a post-mitotic state. To test this hypothesis, we examined an earlier stage of development when most cells are still replicating. Western blot analysis of 16–20 hour embryos revealed no significant difference in H3K27me3 levels and a modest decrease in H3K27ac levels in *H3*.*3B*^*K27R*^ relative to wild type genotypes **(Fig 4G–4I).** Thus, the defects in H3K27 PTM levels exhibited by *H3*.*3B*^*K27R*^ males are more apparent at later stages of development, consistent with an increased fraction of H3K27 PTMs occurring on H3.3 over time. Finally, we performed western blots on *H3*.*3B*^*K27R*^ males rescued by the *H3*.*3B*^*WT*^ transgene and observed increases in both H3K27me3 and H3K27ac levels (**Fig 4J–4L**). Restoration of H3K27 PTMs by expression of the *H3*.*3B*^*WT*^ transgene strongly argues that lethality of *H3*.*3B*^*K27R*^ males is determined by the level of H3.3K27R mutant histones incorporated into chromatin and the concomitant loss of any functions mediated by H3.3K27 modification.

**Fig 4:**
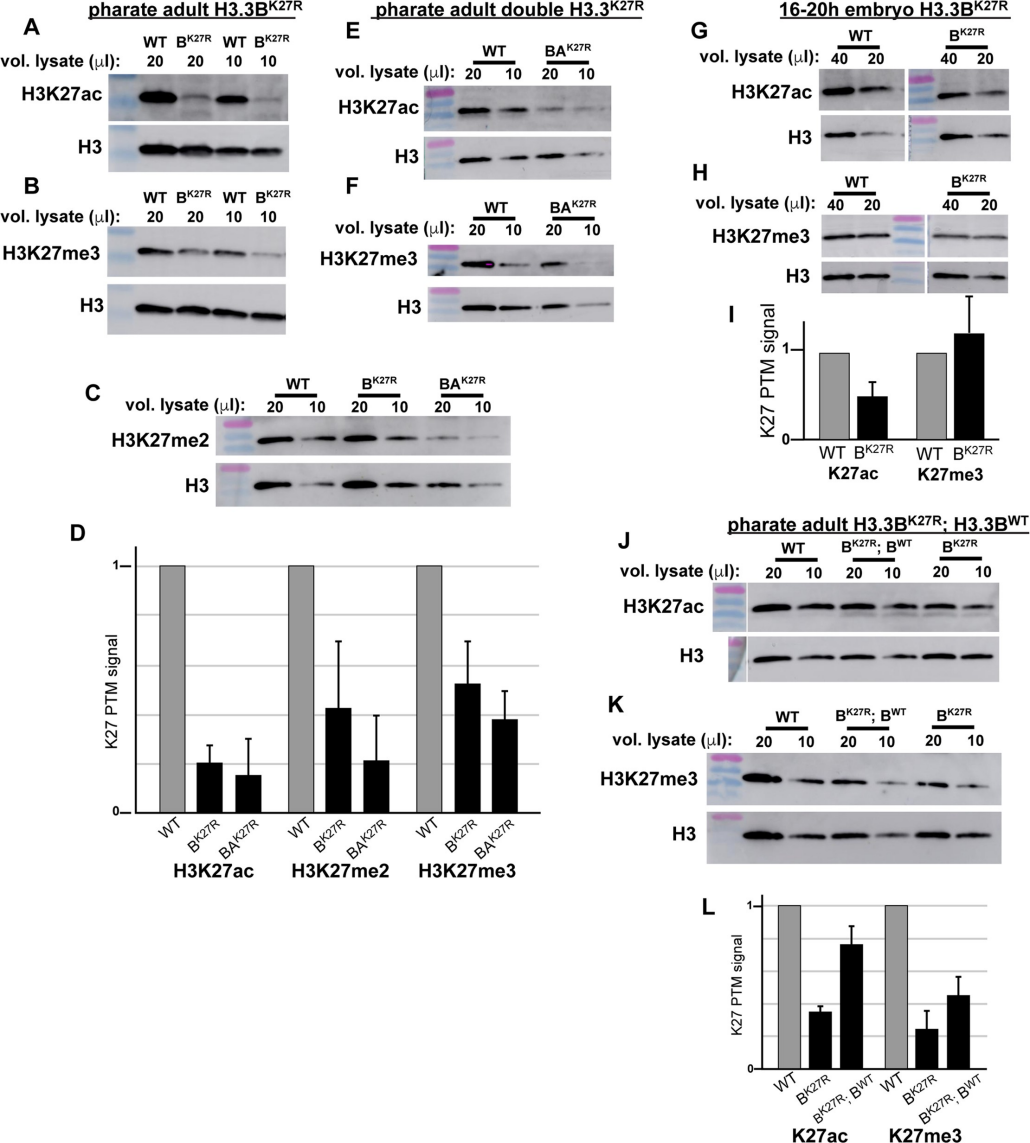
Histone modifications are diminished in *H3*.*3*^*K27R*^ flies. Western blots of H3K27ac (**A, E, G, J**), H3K27me2 (**C**), and H3K27me3 (**B, F, H, K**) from *H3*.*3B*^*K27R*^ (**A**-**C**) and double *H3*.*3*^*K27R*^ **(C, E, F**) pharate adult males, 16–20 hour *H3*.*3B*^*K27R*^ male embryos (**G, H**), and *H3*.*3B*^*K27R*^ pharate adult males rescued by the *H3*.*3B*^*WT*^ transgene (**J, K**). (**D, I, L**) Bar plots depicting the average fold change in H3K27 PTM signal relative to wild type (WT). Each lane was also normalized to total H3 signal. Error bars represent standard deviation of at least two independent western blots.

### RNA-seq reveals no global gene expression changes in H3.3^K27R^ males

The above experiments revealed a significant decrease in H3K27ac and H3K27me2/3 in *H3*.*3B*^*K27R*^ males at the phenocritical stage. 

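Each RNA-seq library was made from 100 ng of total RNA from 30 males collected 96 to 108 hours after puparium formation. There were 2 libraries for each of 3 genotypes: wild type (*yw*), *H3.3B* K27R, in which the X-linked H3.3 gene is mutated, and double *H3.3* K27R, in which the H3.3 gene on chromosome 2 is mutated as well. The authors aligned the reads with STAR, counted them on genes with Subread, and deposited RPKM values for 15115 genes in each library. For *H3.3B* K27R replicate 1, they merged technical runs before counting. The RPKM values were converted back to reads: each of the 73342 values above 0 corresponded to a whole number of reads, with a largest distance of 0.003 from a whole number. Between 1535941 and 2118264 reads per library were counted on genes, with a median of 1854852.5 for wild type, 1759214 for *H3.3B* K27R and 1604801 for double *H3.3* K27R males. At these depths, 3 reads on a gene of 1 kb correspond to an RPKM between 1.416 and 1.953, and limits given in reads cover counting error only. Differential expression was tested with limma on log2(RPKM + 1), in 1 fit to all 6 libraries with a mean-variance trend, for the 11304 genes with a mean RPKM of at least 1. Genes were called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. Fold changes are given as mutant over wild type, so that a positive value is higher in the mutant. The chi-square statistic for the difference in read counts between replicates, divided by the number of genes, was 6.03 for wild type, 1.87 for *H3.3B* K27R and 4.58 for double *H3.3* K27R males. Between wild type and *H3.3B* K27R libraries it ranged from 3.35 to 10.7, and between wild type and double *H3.3* K27R libraries from 6.12 to 11.4.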

To determine whether these PTM changes are associated with changes in gene expression, we performed RNA-seq on whole pharate adult males. Inspection of the reads mapping to the H3.3 genes confirmed the genotypes of our CRISPR mutants (**S1B Fig**). Surprisingly, comparisons between wild type and *H3*.*3B*^*K27R*^ males revealed relatively few changes in gene expression (**Fig 5**). 

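In *H3.3B* K27R males 1 of the 11304 genes tested with limma was differentially expressed. This gene, listed as *CR40469* (FBgn0058469), encodes a long non-coding RNA at 122493 to 122706 on the X chromosome of BDGP6. Its RPKM was 879.5 ± 72.8 (SD, n = 2) in wild type and 11.9 ± 0.378 (SD, n = 2) in *H3.3B* K27R males. It had 282 to 422 reads per wild type library and 4 to 5 reads per mutant library, a log2 fold change of -6.09 (standard error 0.18, adjusted p = 0.000193 from limma). With an adjusted p below 0.05 and no threshold on the fold change, 7 genes differed, of which 4 were higher and 3 lower in *H3.3B* K27R males. An unadjusted p below 0.05 was reached by 1397 genes, or 12.4% of those tested. With voom weights on the recovered reads, 7 genes were differentially expressed, 5 higher and 2 lower. With each of the other alternative settings that kept the paper's thresholds, the number of genes stayed at 1.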

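The paper's S1 Table lists 11 genes for *H3.3B* K27R males, all of which were among the genes tested. Here 11 of the 11 changed in the direction the paper lists. The authors chose these genes from the same libraries, so their direction here is not an independent test. Their median absolute log2 fold change was 2.34, against a median standard error of 0.234. An unadjusted p below 0.05 was reached by 11 of them and an adjusted p below 0.05 by 3, in the limma fit to all genes. 1 passed both thresholds with RPKM values, and 6 passed both with voom weights on reads.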

Only five genes were decreased in *H3*.*3B*^*K27R*^ males relative to wild type, and only six genes were increased in *H3*.*3B*^*K27R*^ males (**Fig 5A**). 

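The fit for double *H3.3* K27R males had 15 differentially expressed genes, 8 with decreased and 7 with increased expression. Among decreased genes, *Lsp1beta* went from an RPKM of 573.7 ± 1.221 (SD, n = 2) in wild type to 3.928 ± 0.607 (SD, n = 2), a log2 fold change of -6.87 (standard error 0.20, adjusted p = 5.70e-05 from limma). Its paralogs *Lsp1alpha* and *Lsp1gamma*, named after their values were seen, rose by 1.33 and 1.36 on the log2 scale. Scaled to library depth, the sum of reads on these 3 genes was 2487 and 2507 in the wild type libraries and 2053 and 3242 in the double *H3.3* K27R libraries. *CR40469* changed by -6.31 on the log2 scale, and its RPKM was 10.3 ± 2.68 (SD, n = 2). *snoRNA:Psi18S-1389a* had 44 to 53 reads in wild type libraries and 1 read in each double *H3.3* K27R library, and was at least 14.1-fold lower against the floor of 3 reads. *CG9029* and *Acp32CD* had log2 fold changes of -3.09 (standard error 0.26) and -2.89 (standard error 0.22). Among increased genes, *CG11370* rose by 4.87 (standard error 0.35), *CG16762* by 3.78 (standard error 0.29), *TotA* by 3.01 (standard error 0.20) and *Mtk* by 2.92 (standard error 0.23) on the log2 scale. *Muc4B* had 0 reads in both wild type libraries and 28 to 29 reads in the double *H3.3* K27R libraries, and was at least 10.8-fold higher. An adjusted p below 0.05 was reached by 94 genes, 48 higher and 46 lower. The paper's S2 Table lists 56 genes, of which 56 changed here in the direction it lists and 13 were differentially expressed. These genes too were chosen by the authors from the same libraries. With the replicate number as a block, 3 genes remained of the 15, all with decreased expression, and with voom weights 53 genes were differentially expressed, of which 13 were among the 15.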

Mutation of both H3.3 genes resulted in only 27 genes with decreased expression and 29 genes with increased expression in double *H3*.*3*^*K27R*^ males (**Fig 5B**). Perhaps more important than the differences observed between wild type and *H3*.*3*^*K27R*^ males were the differences that were not observed. 

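The median log2 fold change over all genes tested was -0.0168 in *H3.3B* K27R males and -0.000493 in double *H3.3* K27R males against wild type. Its quartiles were -0.285 and 0.199 in *H3.3B* K27R males and -0.263 and 0.236 in double *H3.3* K27R males. The share of genes that differed from wild type by more than 1 on the log2 scale was 5.56% in *H3.3B* K27R males, with 198 genes higher and 430 lower, and 6.89% in double *H3.3* K27R males, with 333 higher and 446 lower. These shares are from means of 2 libraries and cannot be set beside differences between single libraries. Between single libraries, the share was 7.58% for the wild type replicates, 5.94% for the *H3.3B* K27R replicates and 7.99% for the double *H3.3* K27R replicates. It was 7.41% to 10.7% between a wild type and a *H3.3B* K27R library, and 9.57% to 11.6% between a wild type and a double *H3.3* K27R library. RPKM values are scaled to the total of counted reads in each library, and a change of the same size in all genes does not appear in them. Reads on the spike-in RNAs were not analysed here.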

Despite complete loss of H3.3K27ac, and a nearly 4-fold decrease in total H3K27ac levels, we did not detect any global changes in steady-state RNA levels. Considering that H3K27ac levels are positively correlated with gene expression levels [49] [13], highly-expressed genes may be particularly sensitive to loss of H3K27ac. However, we did not observe any relative changes in gene expression between highly- and lowly-expressed genes in *H3*.*3*^*K27R*^ males. This finding was supported by the inclusion of standardized RNA spike-in controls, which revealed no global differences in dynamic range between wild type and *H3*.*3*^*K27R*^ RNA-seq signal (**S1C Fig**). 

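Genes were ranked by their mean log2(RPKM + 1) over all 6 libraries and divided into 4 groups of 2826 genes. Against wild type, the median log2 fold change in *H3.3B* K27R males was -0.0269 in the group with the lowest expression, -0.0159 and -0.0125 in the middle groups, and -0.016 in the group with the highest expression. The medians in double *H3.3* K27R males were -0.0285, -0.00435, 0.00766 and 0.0126. Taken per library and relative to the wild type mean, the median of the highest group minus that of the lowest was 0.0103 ± 0.00652 (SD, n = 2) in *H3.3B* K27R males and 0.0249 ± 0.0147 (SD, n = 2) in double *H3.3* K27R males. The SD between the wild type libraries was 0.0371 (n = 2). The exact two-sided permutation test gave p = 1.0 for *H3.3B* K27R and p = 0.667 for double *H3.3* K27R males, where 0.333 is the smallest p that 2 libraries against 2 allow. With quantile normalization between libraries, these differences had the opposite sign, -0.0114 and -0.00125. With the mean of genes in place of the median, they were 0.0431 (exact permutation p = 0.333) and 0.026 (p = 1.0).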

The lack of global changes in steady-state RNA levels in *H3*.*3*^*K27R*^ flies strongly contrasts with our previous observations from *H3*^*K36R*^ flies, which exhibited a systematic decrease in highly-expressed genes and a systematic increase in lowly-expressed genes relative to wild type flies [50]. We conclude that loss of H3.3K27ac does not have a global impact on gene expression. Because H3.3 accumulates to high levels at regulatory loci, and it is enriched for active PTMs such as K27ac, this finding suggests that H3.3K27ac is not essential for proper enhancer or promoter function. 

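The replication-coupled H3.2 gene is listed as *His3* and is the single annotated copy on the chromosome that the authors added to the genome. It had 19 to 35 reads per library in wild type, 15 to 22 in *H3.3B* K27R and 28 to 37 in double *H3.3* K27R males. Its RPKM was 30.4 ± 6.93 (SD, n = 2) in wild type, 23.0 ± 8.91 (SD, n = 2) in *H3.3B* K27R and 43.6 ± 11.1 (SD, n = 2) in double *H3.3* K27R males. The log2 fold change against wild type was -0.42 in *H3.3B* K27R males (standard error 0.31, adjusted p = 0.625 from limma) and 0.50 in double *H3.3* K27R males (standard error 0.31, adjusted p = 0.523). With each library left out in turn, it ranged from -0.81 to -0.033 in *H3.3B* K27R and from 0.24 to 0.76 in double *H3.3* K27R males. Whether changes of this size could be detected at this depth was not tested, so these values do not show that the gene was unchanged. Directly compared, double *H3.3* K27R males were higher than *H3.3B* K27R males by 0.92 on the log2 scale (standard error 0.31, adjusted p = 0.3045). *H3.3A*, listed as *His3.3A* (FBgn0014857, 5055058 to 5056149 on 2L of BDGP6), changed by 0.079 in *H3.3B* K27R and 0.15 in double *H3.3* K27R males. *H3.3B*, listed as *His3.3B* (FBgn0004828, 9152523 to 9156669 on the X chromosome), changed by 0.22 (standard error 0.11, adjusted p = 0.463) and 0.15 (standard error 0.11, adjusted p = 0.579). Its RPKM was 106.0 ± 7.71 in wild type, 123.3 ± 3.16 in *H3.3B* K27R and 117.6 ± 4.91 in double *H3.3* K27R males (SD, n = 2).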

Notably, levels of the replication-coupled histone H3.2 gene were unchanged in *H3*.*3*^*K27R*^ males relative to wild type (**Fig 5A and 5B**), indicating that H3.2 does not compensate for *H3*.*3*^*K27*^ mutation, at least at the level of RNA, unlike the situation in H3.3 null flies, which exhibited increased levels of H3.2 RNA [39].

**Fig 5:**
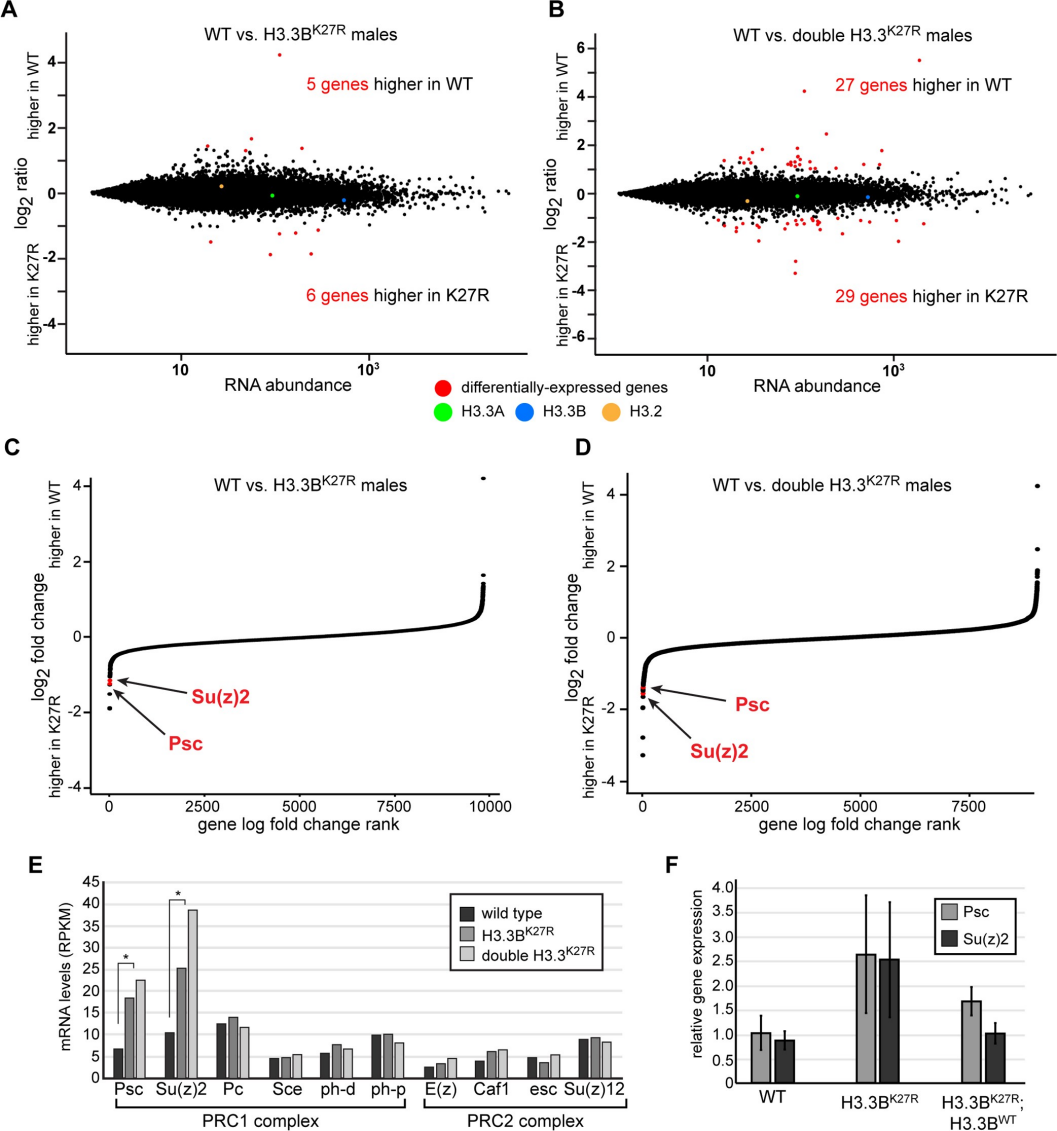
Polycomb target genes are de-repressed in *H3*.*3*^*K27R*^ flies. (**A**, **B**) MA plots of RNA-seq signal in annotated genes for wild type (WT) relative to *H3*.*3B*^*K27R*^ males (**A**) and double *H3*.*3*^*K27R*^ males (**B**). Differentially-expressed genes are indicated in red. RNA-seq signal for each *H3* gene is also indicated. (**C**, **D**) Plots of the log-fold change in RNA-seq signal relative to wild type for genes in *H3*.*3B*^*K27R*^ males (**C**) and double *H3*.*3*^*K27R*^ males (**D**), ranked by log-fold change. Genes for which an adjusted p value could not be calculated were excluded. *Psc* and *Su(z)2* are indicated in red. (**E**) Bar plot of RPKM values for core members of the PRC1 and PRC2 Polycomb complexes in wild type, *H3*.*3B*^*K27R*^, and double *H3*.*3*^*K27R*^ males. Asterisks indicate *Psc* and *Su(z)2* were identified as differentially-expressed relative to wild type by DEseq2 (see S1 and S2 Tables for p values). (**F**) Bar plot of real-time RT-PCR results from the three indicated genotypes. Error bars represent the standard deviation of two biological replicates, performed in triplicate.

### Polycomb targets are among the few differentially-expressed genes in H3.3^K27R^ males

Despite a lack of global changes in gene expression, we nevertheless sought to determine if any of the differentially-expressed genes in *H3*.*3*^*K27R*^ males could help to explain the mutant phenotype. In particular, we looked for genes that were differentially expressed in both *H3*.*3B*^*K27R*^ and double *H3*.*3*^*K27R*^ mutant males relative to wild type, reasoning that these would be most relevant for understanding H3.3K27 function. 

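Of the genes called in the limma fit, 1 was shared by both mutants, *CR40469*, out of 1 in *H3.3B* K27R and 15 in double *H3.3* K27R males. Fisher's exact test over the 11304 genes gave a two-sided p = 0.00133. With voom weights on reads, 5 genes were shared, out of 7 and 53. Both comparisons use the same wild type libraries, so the overlap is not independent of those libraries. 7 genes stand in both S1 Table and S2 Table of the paper, and 5 of them were higher and 2 lower in both mutants. Directly compared, double *H3.3* K27R males differed little from *H3.3B* K27R males for *CG9509* (log2 fold change 0.012, standard error 0.15) and *Muc4B* (0.13, standard error 0.23). For *CR40469* the value was -0.22 (standard error 0.18). It rests on 4 to 5 reads per *H3.3B* K27R and 3 to 4 per double *H3.3* K27R library, too few to show that the mutants were alike. *CG11370* was 1.71 higher (standard error 0.35) and *CG9029* changed by -1.46 (standard error 0.26). *CG11370* (FBgn0037181) had 3 to 7 reads per wild type library, 55 to 65 in *H3.3B* K27R and 151 to 224 in double *H3.3* K27R males, with log2 fold changes of 3.16 (standard error 0.35) and 4.87. *Muc4B* (FBgn0052774), with 0 reads in wild type, was at least 9.78-fold higher in *H3.3B* K27R males. *CG9509* rose by 1.48 (standard error 0.15) in *H3.3B* K27R and 1.49 (standard error 0.15) in double *H3.3* K27R males. *CG9029* fell by 1.62 on the log2 scale (standard error 0.26) in *H3.3B* K27R males, and its RPKM was 435.1 ± 19.6 in wild type, 140.6 ± 11.9 in *H3.3B* K27R and 52.5 ± 21.5 in double *H3.3* K27R males (SD, n = 2).

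**Figure D2:**
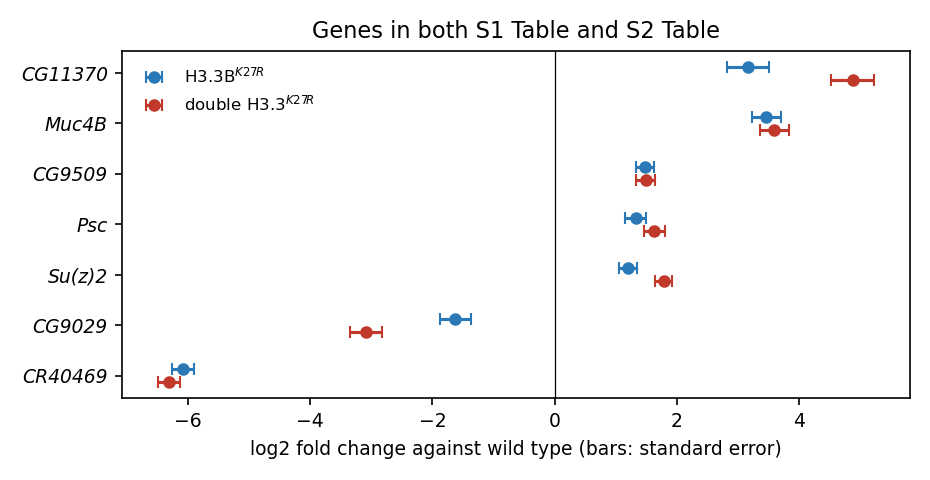
Log2 fold change against wild type of the 7 genes listed in both S1 Table and S2 Table, in H3.3BK27R and double H3.3K27R males. Points are limma estimates from log2(RPKM + 1) and bars their standard errors, with 5 genes above 0 and 2 genes below 0 in both mutants. The points of Muc4B rest on 0 reads in wild type.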

Nearly two-thirds (7 out of 11) of genes differentially expressed in *H3*.*3B*^*K27R*^ males are also differentially expressed in *H3*.*3*^*K27R*^ double mutants (**S1 Table, S2 Table**). Among these are two Polycomb target genes, *Psc* and *Su(z)2*, that are more highly expressed in K27R mutants than in wild type (**Fig 5C and 5D**). 

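*Psc* (FBgn0005624) and *Su(z)2* (FBgn0265623) are neighbors on 2R of BDGP6, at 12965997 to 12980994 on the minus strand and at 12996501 to 13007911 on the plus strand. *Psc* had an RPKM of 6.651 ± 0.823 (SD, n = 2) in wild type, 18.1 ± 0.465 (SD, n = 2) in *H3.3B* K27R and 22.6 ± 2.44 (SD, n = 2) in double *H3.3* K27R males. It had 58 to 92 reads in wild type, 177 to 204 in *H3.3B* K27R and 193 to 245 in double *H3.3* K27R libraries. Its log2 fold change was 1.32 in *H3.3B* K27R males (standard error 0.17, adjusted p = 0.0913 from limma) and 1.63 in double *H3.3* K27R males (standard error 0.17, adjusted p = 0.0195). *Su(z)2* had an RPKM of 10.6 ± 1.16 (SD, n = 2) in wild type, 25.5 ± 1.69 (SD, n = 2) in *H3.3B* K27R and 38.8 ± 0.914 (SD, n = 2) in double *H3.3* K27R males, with 103 to 160, 283 to 308 and 387 to 436 reads. Its log2 fold change was 1.19 in *H3.3B* K27R males (standard error 0.14, adjusted p = 0.0815) and 1.78 in double *H3.3* K27R males (standard error 0.14, adjusted p = 0.00833). For both genes, both libraries of each mutant were above both wild type libraries. For 1 mutant against wild type, groups of 2 libraries lie apart, in either order, by chance in 33.3% of cases. Between single libraries, the largest difference between replicates of a genotype was 0.22 on the log2 scale, and the smallest difference between a mutant and a wild type library was 1.03. At the paper's thresholds, *Su(z)2* was differentially expressed in double *H3.3* K27R males, and with voom weights on reads both genes were in both mutants. *Su(z)2* kept its call in double *H3.3* K27R males under 5 of 10 alternative settings. The call was lost with no filter on low values, with only the 2 genotypes fitted and without a mean-variance trend. It was also lost with the replicate number as a block, whether as numbered or with the double *H3.3* K27R numbers swapped. With each library left out in turn, the log2 fold change of *Psc* stayed between 1.21 and 1.43 in *H3.3B* K27R males and between 1.52 and 1.74 in double *H3.3* K27R males. That of *Su(z)2* stayed between 1.09 and 1.30 and between 1.68 and 1.88. The other 37 genes tested within 200 kb of this pair had a median log2 fold change of -0.0244 in *H3.3B* K27R and 0.0595 in double *H3.3* K27R males, with values from -1.88 to 0.921 and from -2.05 to 0.801. An adjusted p below 0.05 was reached by 0 of the 37 in *H3.3B* K27R males and 1 in double *H3.3* K27R males. The paper states, in the title of Fig 5, that Polycomb target genes are de-repressed in *H3.3* K27R flies.

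**Figure D3:**
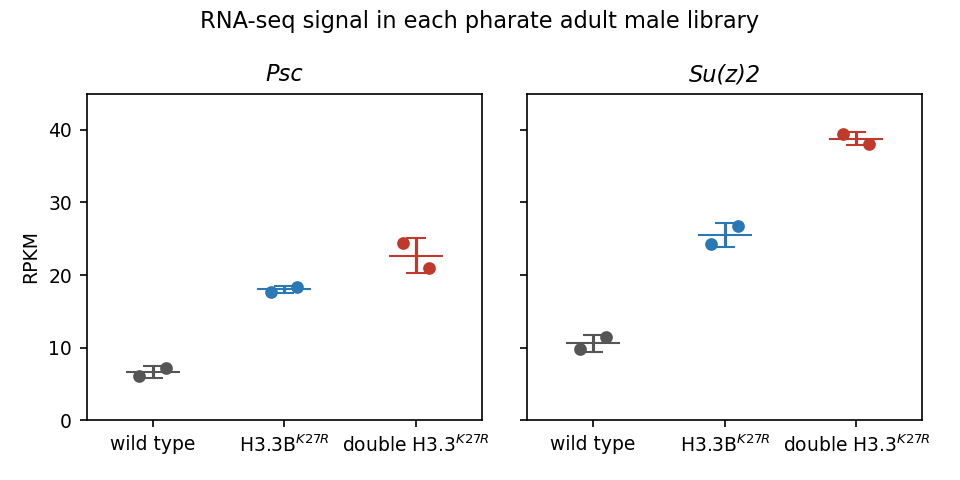
RPKM of Psc and Su(z)2 in each library (points), with the mean (wide line) and SD (bars) of the 2 libraries of each genotype. For Psc the means are 6.651, 18.1 and 22.6, and for Su(z)2 they are 10.6, 25.5 and 38.8.

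**Figure D4:**
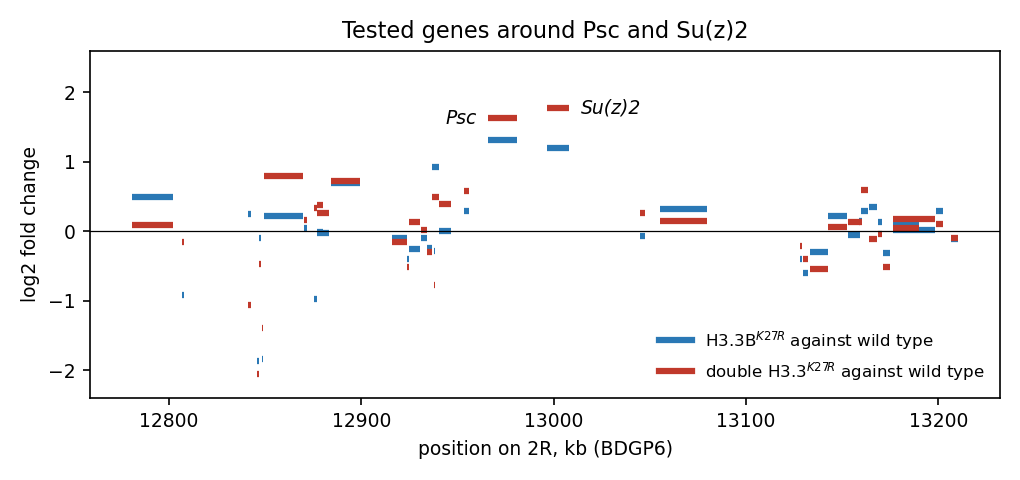
Log2 fold change against wild type of Psc, Su(z)2 and the 37 other genes tested within 200 kb, drawn from gene start to gene end on 2R of BDGP6. Psc and Su(z)2 lie above 1 in both mutants, and the highest of the other genes reaches 0.921 in H3.3BK27R and 0.801 in double H3.3K27R males.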

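Directly compared with *H3.3B* K27R males, double *H3.3* K27R males had a log2 fold change of 0.31 for *Psc* (standard error 0.17, unadjusted p = 0.115 and adjusted p = 0.526 from limma) and 0.59 for *Su(z)2* (standard error 0.14, unadjusted p = 0.00577 and adjusted p = 0.179). Both double *H3.3* K27R libraries were above both *H3.3B* K27R libraries for each gene (33.3% by chance for groups apart in either order). With each library left out in turn, the log2 fold change stayed between 0.20 and 0.41 for *Psc* and between 0.52 and 0.65 for *Su(z)2*. Over all alternative settings, the adjusted p ranged from 0.344 to 0.617 for *Psc* and from 0.0316 to 0.307 for *Su(z)2*. In the authors' deposited comparison of these genotypes, the log2 ratio of *H3.3B* K27R over double *H3.3* K27R males is -0.257 for *Psc* (the authors' adjusted p = 1.0) and -0.518 for *Su(z)2* (the authors' adjusted p = 0.24).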

Notably, the levels of *Psc* and *Su(z)2* are increased further in *H3*.*3*^*K27R*^ double mutants relative to *H3*.*3B*^*K27R*^ males (**Fig 5E**). *Psc* and *Su(z)2* encode genes that share homology and function. Both genes are bound by Polycomb group proteins and display high levels of H3K27me3 *in vivo* [51, 52]. In Polycomb group mutants, expression of both *Psc* and *Su(z)2* increase, indicating that these genes are repressed by Polycomb group activity [53]. Interestingly, Psc is itself a core component of the PRC1 complex [54] [55], and it functions in Polycomb group target gene repression at least in part by compacting chromatin [56]. The role of Psc in PRC1 activity can be compensated for by Su(z)2 [57]. Thus, *Psc* and *Su(z)2* have been proposed to be part of a feedback mechanism that adjusts the levels of PRC1 activity [52, 53]. According to this model, if Polycomb group function decreases below a threshold, transcription of *Psc* and *Su(z)2* increases, thereby augmenting PRC1 activity. 

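The 10 core members of PRC1 and PRC2 drawn in Fig 5E were also adjusted as a list of their own. Over these 10 genes, the adjusted p from limma in *H3.3B* K27R males was 0.000812 for *Psc* and 0.000812 for *Su(z)2*, and in double *H3.3* K27R males it was 0.000232 and 0.000103. The figure was drawn by the authors from the same libraries and marks both genes as differentially expressed, so low adjusted p values over this list are no independent evidence. The other 8 members, *Pc*, *Sce*, *ph-d*, *ph-p*, *E(z)*, *Caf1*, *esc* and *Su(z)12*, had log2 fold changes from -0.21 to 0.56 in *H3.3B* K27R males and from -0.27 to 0.61 in double *H3.3* K27R males. Their smallest adjusted p over the list was 0.269 in *H3.3B* K27R and 0.212 in double *H3.3* K27R males, both for *Caf1*. *Caf1* had 9 to 19 reads in wild type, 19 to 21 in *H3.3B* K27R and 18 to 20 in double *H3.3* K27R libraries. Reads per library on the 8 members ranged from 6 to 140. Whether changes of this size could be detected in the members with the fewest reads was not tested. *E(z)*, for example, had 10 to 16 reads in wild type and 15 to 24 in double *H3.3* K27R libraries, with a log2 fold change of 0.61 (standard error 0.37).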

*Psc* and *Su(z)2* are the only members of the PRC1 or PRC2 complexes that are differentially expressed in *H3*.*3*^*K27R*^ males (**Fig 5E**). To determine if de-repression of *Psc* and *Su(z)2* is suppressed in *H3*.*3B*^*K27R*^ males rescued by the *H3*.*3B*^*WT*^ transgene, we performed quantitative RT-PCR on RNA collected from pharate males. Expression of *Su(z)2*, and to a lesser extent *Psc*, is fully restored by the *H3*.*3B*^*WT*^ transgene (**Fig 5F**), further supporting the conclusion that levels of H3.3K27R mutant histones beyond a certain threshold impair development. These findings also demonstrate that increased expression of *Psc* and *Su(z)2* is not due to off-target effects caused by CRISPR mutagenesis. Together, these results indicate that Polycomb group activity is compromised in *H3*.*3B*^*K27R*^ males, and that mutation of all copies of H3.3K27 exacerbates this effect, suggesting that H3.3K27 is required for proper Polycomb group function.

### H3.3B^K27R^ enhances Polycomb mutant phenotypes

The above RNA-seq analysis revealed increased expression of *Psc* and *Su(z)2*, two Polycomb group target genes, suggesting a defect in Polycomb group pathway activity in *H3*.*3*^*K27R*^ mutants. To further explore the potential role of H3.3K27 in Polycomb group target gene regulation, we looked for evidence of genetic interactions between *H3*.*3B*^*K27R*^ and mutants in components of the Polycomb or Trithorax group complexes (**Table 1**). We reasoned that a reduction in Polycomb activity might enhance the *H3*.*3B*^*K27R*^ mutant phenotype, whereas reduced activity of Trithorax, which functions to promote activation of many Polycomb target genes, might suppress the *H3*.*3B*^*K27R*^ mutant phenotype. This type of genetic interaction approach has been extensively used to identify new Polycomb and Trithorax group genes. Although we did not observe any genetic interactions between Trithorax group genes and *H3*.*3B*^*K27R*^, we identified two Polycomb group components, *Polycomb* (*Pc*) and *Sex combs extra* (*Sce*), whose mutation enhanced the *H3*.*3B*^*K27R*^ mutant phenotype. Both *Pc* and *Sce* encode core components of the PRC1 complex. The chromodomain of Pc specifically binds H3K27me3 histones [20, 21], whereas Sce contains a RING finger domain that mono-ubiquitylates histone H2A, a mark closely correlated with Polycomb target gene repression [8, 58]. We found that *H3*.*3B*^*K27R*^ males that were also heterozygous for an *Sce* null mutation displayed an increased frequency of ectopic sex combs (**Fig 6A**). *H3*.*3B*^*K27R*^ males heterozygous for a *Pc* null mutation exhibited several classic Polycomb phenotypes, including ectopic sex combs (**Fig 6B**) and defects in posterior wing morphology (**Fig 6C**). Neither of these phenotypes were observed in otherwise wild type *H3*.*3B*^*K27R*^ males. Remarkably, we also observed defects in posterior wing morphology in females heterozygous for both *Pc* and *H3*.*3B*^*K27R*^ (**Fig 6A**), however the severity of wing defects in females was diminished relative to males (**Fig 6D**), consistent with a dose-dependent impact of H3.3BK27R histones on mutant phenotypes. Similarly, the severity of wing defects in males was partially suppressed by expression of H3.3B^WT^ from the rescue transgene (**Fig 6D**). Posterior wing defects in Polycomb group mutants are interpreted as partial transformation toward haltere identity due to failure to maintain silencing of the Polycomb group target gene *Ubx* in the wing. Supporting this conclusion, immunostaining of third instar wing imaginal discs revealed Ubx expression in the posterior compartment of *H3*.*3B*^*K27R*^ males and females that were also heterozygous for *Pc* (**Fig 6D**). Thus, the presence of H3.3B^K27R^ mutant histones enhances both *Sce* and *Pc* mutant phenotypes. Since *Sce* and *Pc* both encode core components of the PRC1 complex, which specifically binds H3K27me3 histones, these findings suggest that the histone PTM reader of the Polycomb pathway is particularly sensitive to H3.3K27R mutant histones. We conclude that H3.3BK27 contributes to silencing of Polycomb group target genes during normal development.

**Fig 6:**
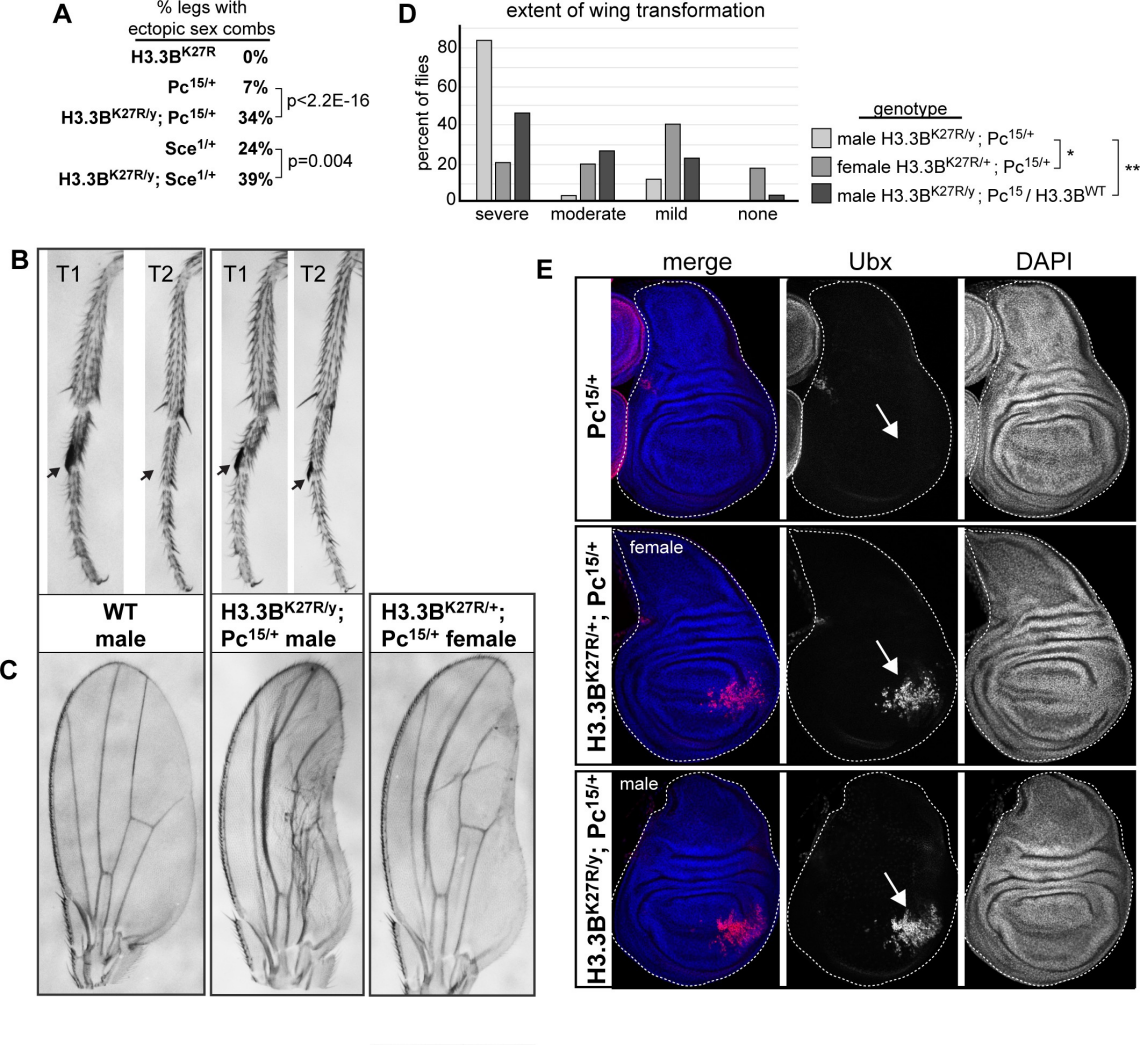
*H3*.*3B*^*K27R*^ enhances *Polycomb* mutant phenotypes. (**A**) Table quantifying the frequency of ectopic sex combs for the four indicated genotypes. P values were obtained from a Fisher’s Exact Test. (**B**) Bright field images of first and second thoracic legs from wild type and *H3*.*3B*^*K27R*^ hemizygous males that are also heterozygous for a *Polycomb* null allele. Arrows indicate the location where sex combs develop. (**C**) Bright field images of adult wings from wild type, *H3*.*3B*^*K27R*^ hemizygous males also heterozygous for a *Polycomb* null allele, and *H3*.*3B*^*K27R*^ heterozygous females also heterozygous for a *Polycomb* null allele. (**D**) Bar plots quantifying the severity of wing defects from the three indicated genotypes. * indicates p value of 2.7E-3, ** indicates p value 1.2E-6 (ordinal logistic regression). (**E**) Confocal images of wing imaginal discs stained for DAPI (blue) and Ubx (red) for the indicated genotypes. Arrows indicate the location of ectopic Ubx expression.

**Table 1:** List of genes tested for genetic interactions with *H3*.*3B*^*K27R*^. Specific alleles used are listed in the Materials and Methods. “–”indicates no genetic interaction observed.

gene name	function	genetic interaction with *H3*.*3B*^*K27R*^
***Pc***	Polycomb, PRC1, H3K27me3 binding	Enhancement
***Sce***	Polycomb, PRC1, H2AK119 ubiquitination	Enhancement
***Psc***	Polycomb, PRC1, chromatin compaction	–
***Su(z)2***	Polycomb, PRC1, chromatin compaction	–
***E(z)***	Polycomb, PRC2, H3K27 methyltransferase	–
***esc***	Polycomb, PRC2, H3K27me3 binding	–
***Su(z)12***	Polycomb, PRC2, nucleosome binding	–
***brm***	Brahma Associated Proteins Complex, ATPase	–
***trx***	Trithorax, TAC1 Complexes, H3K4 methyltransferase	–
***Utx***	Trithorax Related Complex, H3K27 demethylase	–
***ash2***	Trithorax, Trithorax Related, Compass Complexes, H3K4 methyltransferase	–

## Discussion

Post-translational modification of H3K27 is strongly correlated with both active transcription (H3K27ac) and epigenetic silencing (H3K27me3). The histones bearing these PTMs are encoded by both replication-dependent and replication-independent histone genes. H3K27ac is enriched on replication-independent H3.3 due to the high degree of nucleosome turnover in active chromatin. Conversely, H3K27me3 is enriched on replication-dependent histones due to the low rate of nucleosome turnover across Polycomb target genes. Despite these correlations, our data demonstrate that mutation of H3.3K27 does not impair global gene expression profiles, indicating that H3.3K27 modification is dispensable for transcriptional activation. Instead, this work reveals that H3.3K27 contributes to epigenetic silencing by the Polycomb group proteins.

### Genetic interrogation of histone residue function

Much of our knowledge of histone PTM function in animals has come from interpreting the mutant phenotypes of proteins that catalyze or bind specific PTMs. However, mutations in these writer and reader proteins may not reveal the function of a given histone PTM. Many histone-modifying enzymes have multiple substrates [59], meaning that mutation of these enzymes will result in loss of PTMs on all targets, in addition to histones. For example, E(z) and its mammalian homologues EZH1/2 methylate multiple proteins in addition to histone H3, including gene regulatory proteins such as transcription factors [60] [61], elongation factors [62], and other chromatin-binding proteins [63]. The E(z) mutant phenotype is thus a consequence of the loss of methylation on each of its substrates, not only the loss of methylation on H3K27. Likewise, mutations in histone PTM binding proteins can also cause indirect effects. Many histone PTM readers (and writers) belong to multiprotein complexes that become destabilized in the absence of a component. For example, mutations of the PRC1 component Sce exhibit global decreases in the levels of Polycomb, another PRC1 component that is required for complex activity [8]. Similar findings have been reported for H3K4-specific methyltransferases in *Drosophila* and mammalian systems [64, 65]. For these reasons, a more direct method of determining histone PTM function is to introduce mutations that prevent residue modification in the histones themselves.

Here, we have used CRISPR/Cas9 to mutate K27 of the replication-independent histone H3.3, allowing us to directly test its role in normal development. Previous genetic characterization of H3.3 has utilized either protein null mutants [38, 39], or loss-of-function mutations in the chaperones that facilitate H3.3 deposition into chromatin [66, 67]. These efforts have revealed important roles for H3.3 in paternal chromatin assembly during fertilization [68], chromatin transitions in the male germline [39], and for proper boundary element function [69]. However, failure to incorporate H3.3 into chromatin may mask some of its functions due to compensatory effects by the replication-dependent histone genes. For example, the levels of H3.2 gene expression are elevated in H3.3 null flies [39]. Because H3.2 can functionally replace H3.3 [10], previous studies may have under-estimated the role of H3.3 in development and homeostasis. More recently, the discovery of H3.3K27 missense mutations in pediatric glioma patients has led to analysis of methionine substitutions in model systems [36, 70]. However, the role of H3.3K27 in normal development is difficult to discern from these mutations because they are thought to dominantly interfere with PRC2 activity by sequestering or inactivating the methyltransferase [35] [71]. The arginine substitution we have employed here was previously shown not to act by dominantly interfering with methyltransferase activity [35]. Lewis and co-authors demonstrated that transgenic expression of H3.3K27R mutant histones did not result in global loss of H3K27me3 levels upon transgenic expression of H3.3K27M mutant histones. Thus, the H3.3K27R mutant phenotypes we describe here are mechanistically distinct from H3.3K27M mutant phenotypes, and likely reflect the normal role of H3.3K27 in development. Finally, it is unlikely that H3.2 compensates for loss of H3.3K27 because we do not detect an increase in H3.2 steady-state RNA levels in *H3*.*3*^*K27R*^ mutants. Taken together, we conclude that our approach has revealed a previously-unappreciated requirement for H3.3K27 in development.

### Dose-dependent effects of H3.3K27R expression

Our data suggest that increasing concentrations of H3.3K27R histones results in increasingly severe mutant phenotypes. Progressively fewer adults were recovered as additional *H3*.*3* gene copies were removed from *H3*.*3*^*K27R*^ heterozygous females (**Fig 2A**). Thus, as the amount of wild type H3.3 histones decreased relative to H3.3K27R mutant histones, the phenotype became progressively more severe. This suggests that the ratio of mutant to wild type H3.3 is important. Consistent with this interpretation, expression of wild type H3.3B histones from a transgene suppressed the lethality and fertility defects of *H3*.*3B*^*K27R*^ males (**Fig 3E**). However, *H3*.*3B*^*K27R*^ males exhibit a stronger mutant phenotype than females with one *H3*.*3B*^*K27R*^ mutant allele and no wild type *H3*.*3* alleles (**Fig 2A**). Since the male *H3*.*3B* allele is expressed at higher levels than a single female *H3*.*3B* allele (due to dosage compensation), this finding suggests that the amount of H3.3K27R mutant histones relative to the total H3 levels is also important for development.

The dose-dependent sensitivity of flies to H3.3K27R mutant histones may help to explain their late-stage lethal phase. *H3*.*3B*^*K27R*^ males die almost exclusively as late pharate adults (**Fig 1E**). This may be due to a greater reliance on H3.3 in late-stage animals. As development comes to an end, many cells cease dividing, leading to a significant decrease in expression of the replication-dependent histone genes, which are only expressed at high levels during S phase. By contrast, levels of replication-independent histone genes like H3.3 increase in post-mitotic cells, resulting in H3.3 comprising a greater proportion of total histone H3 levels [25, 26]. Thus, as *H3*.*3*^*K27R*^ mutant flies age, it is possible that mutant histone expression surpasses a threshold concentration that results in deregulation of gene expression. This interpretation is consistent with our observation that *H3*.*3*^*K27R*^ mutant males appear morphologically normal, indicating that the patterning and cell fate specification that occurs earlier in development are not affected in *H3*.*3*^*K27R*^ mutant flies. It is also consistent with the greater decrease in H3K27 PTM levels observed in pharate adults relative to the decrease observed in embryos (**Fig 4**). Because we detect differential expression of relatively few genes in whole-animal RNA-seq profiling of *H3*.*3*^*K27R*^ flies, it is possible that gene deregulation occurs only in a subset of cells. However, since the mutation is lethal, proper function of these cells must be essential for viability. Future work will be required to determine which cells are first to manifest the *H3*.*3*^*K27R*^ mutant phenotype. It is possible that neurons or muscles are particularly sensitive since the *H3*.*3*^*K27R*^ mutant flies that succeed in eclosing exhibit reduced locomotion. Neurons are particularly good candidates because many neurons present in the adult become post-mitotic during larval stages, days before the H3.3K27R phenocritical stage, meaning that H3.3 levels are expected to be higher in these cells.

### What role could H3.3K27 play in Polycomb target gene silencing?

Although we show that H3.3K27 is required for proper silencing by Polycomb group proteins, the molecular role played by H3.3K27 in target gene repression remains unknown. Gene loci silenced by Polycomb typically exhibit broad domains of H3K27me3. These domains display low rates of histone replacement [28, 72, 73], resulting in the majority of H3K27me3 being carried by replication-independent H3.2 histones [30, 31]. However, as cells shut down replication-dependent H3.2 gene expression in post-mitotic cells, it is possible that H3.3 is incorporated into H3K27me3 domains, and as these cells age, an increasing proportion of H3K27me3 is found on H3.3. In *H3*.*3*^*K27R*^ mutants, an increased reliance on H3.3 would result in the accumulation of non-modifiable histones and decreasing levels of H3K27me3. Because silencing by Polycomb depends on H3K27me3 dosage, H3.3K27R levels would eventually surpass a threshold in these mutant flies, resulting in de-repression of Polycomb target genes. Our data provide some support for this model, in that we observe a significant decrease in global H3K27me3 levels in pharate adult *H3*.*3*^*K27R*^ mutants, suggesting that wild type H3.3 carries a substantial fraction of H3K27me3 at this late stage of development.

In an alternative model, it is possible that the role H3.3K27 plays in Polycomb target gene silencing resides at *cis*-elements called Polycomb Response Elements (PREs) [74]. PREs recruit Polycomb group complexes to target loci. In contrast to H3K27me3 domains, the chromatin adjacent to PREs is dynamic and exhibits high levels of histone replacement [27]. As a result, nucleosomes flanking PREs are enriched for H3.3. It is possible that modification of these flanking H3.3 histones is important for recruitment of Polycomb group proteins to target loci or for their spread beyond the PRE. In this manner, defects in Polycomb group protein function at PREs caused by mutant H3.3K27R histones could lead to loss of H3K27 methylation across Polycomb target gene loci, thus explaining the global reduction in H3K27me3 and H3K27me2 observed. H3.3K27 could also contribute to histone turnover at PREs. In mouse embryonic stem (ES] cells, H3.3 is required to maintain the dynamic chromatin state found at H3K27me3-marked bivalent promoters [75]. However, this requirement was not dependent on H3.3K27, indicating that the potential role of H3.3K27 at *Drosophila* PREs is mechanistically distinct from H3.3’s role in ES cells.

## Materials and methods

### CRISPR-Cas9 mutagenesis

Mutagenesis was performed essentially as described previously [47]. Briefly, the H3.3B lysine 27 to arginine substitution was made using a single gRNA (TGCCCGTAAGTCGACCGGAGGAAAGG) inserted into *pCFD3*. This construct was co-injected with a 1.9kb repair template containing the *H3*.*3B*^*K27R*^ substitution into strain *yw; attP40{nos-Cas9}/CyO* at BestGene, Inc (Chino Hills, CA). *H3*.*3B*^*K27R*^ alleles were identified using PCR of genomic DNA followed by Hpy99I digestion (H3.3BFor -GTCCACGACACAGCACAACG, H3.3B Rev -CACAGTTCCGGGACGATAAC). In positive strains, the entire 1.9kb region was subjected to Sanger sequencing to verify the absence of additional mutations. Six independent *H3*.*3B*^*K27R*^ mutant lines were isolated. The H3.3A lysine 27 to arginine substation was made using a single gRNA (CAAGGCGCCCCGCAAGCAGCTGG) inserted into *pCFD3*. This construct was co-injected with a 2 kb repair template containing the *H3*.*3A*^*K27R*^ substitution into strain *y*, *M{w[+mC] = nos-Cas9*.*P}ZH-2A w*. *H3*.*3A*^*K27R*^ alleles were identified using PCR of genomic DNA (H3.3A For-GTCGTAAGGGCAAATTCCGTACTC, H3.3A Rev GCGACGAATCTCACGCAGG) followed by Hpy99I digestion and then the entire 2kb region was sequenced. Four independent *H3*.*3A*^*K27R*^ mutant lines were isolated.

### Drosophila genetics

For the viability experiments presented in **Fig 1C**, female *yw/FM7* or *H3*.*3B*^*K27R*^*/FM7-GFP* or *H3*.*3B*^*0*^*/ FM7-GFP* were crossed to male *yw*, and the number of eclosed flies was counted. Data were plotted as a fraction of the total number of eclosed flies for each indicated sex and genotype, divided by the expected fraction. Greater than 1,500 progeny were counted for each cross. For the longevity experiments presented in **Fig 1D**, female *yw/FM7* or *H3*.*3B*^*K27R*^*/FM7-GFP* or *H3*.*3B*^*0*^*/ FM7-GFP* were crossed to male *yw*, and female *H3*.*3B*^*K27R*^*/ FM7-GFP* were crossed to male *H3*.*3B*^*0*^. Newly eclosed adults of the genotype of interest (maximum of 30 flies/vial) were moved to fresh vials daily, and were allowed to mate for 2 to 3 days, after which the mates were removed from the vials. The number of surviving adults was recorded for up to two months. Flies were maintained at 25C and flipped onto fresh food every 3 to 4 days. Numbers represent the total number of adult flies from three independent experiments.

To determine the lethal phase of male *H3*.*3B*^*K27R*^ flies (**Fig 1E**), females of the genotype *yw/ FM7-GFP* or *H3*.*3B*^*K27R*^*/ FM7-GFP* or *H3*.*3B*^*0*^*/ FM7-GFP* were crossed to *FM7-GFP* males. Embryos were collected on apple plates over a 4-hour window and allowed to age at 25C for 16 hours. The total number of embryos was recorded, GFP-negative embryos were counted and transferred to a fresh apple plate. GFP-negative larvae that hatched were counted and transferred to fresh vials. The number of subsequent pupae and eclosed adults was recorded.

To examine the effect of H3.3 gene copy number on *H3*.*3B*^*K27R*^ female viability (**Fig 2A**), the following 4 crosses were performed:

1. *yw / FM7-GFP; Df(2L)BSC110 / CyO x yw; H3*.*3A*^*2x1*^ */ CyO*,
2. *H3*.*3B*^*0*^ */ FM7-GFP; Df(2L)BSC110 / CyO x yw; H3*.*3A*^*2x1*^ */ CyO*
3. *H3*.*3B*^*K27R*^*/ FM7-GFP; Df(2L)BSC110 / CyO x yw; H3*.*3A*^*2x1*^ */ CyO*
4. *H3*.*3B*^*K27R*^*/ FM7-GFP; Df(2L)BSC110 / CyO x H3*.*3B*^*0*^ *; H3*.*3A*^*2x1*^ */ CyO*

Vials were maintained at 25C and flipped every other day. Data were plotted as observed versus expected genotypic frequency based on Mendelian ratios. The genotype of a subset of *H3*.*3B*^*K27R/–*^*; H3*.*3A*^*–/–*^adults was confirmed by PCR. *H3*.*3B*^*0*^ was identified with for- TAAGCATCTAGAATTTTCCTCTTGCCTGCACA and rev- GCTGCCTCCGCGAATTA primers, *H3*.*3A*^*2x1*^ was identified with for- GGGTCACACTGAGCAGACG and rev- GATGTCCTTGGGCATAATGG primers and *Df(2L)BSC110* was identified with for- GAACGAAGCTGATGTGCTATTG and rev- GACATCCGAGTCTTTGCATACT primers.

To determine the effect of *H3*.*3A*^*K27R*^ mutation on viability (**Fig 2B**), females of the genotype *yw/yw; H3*.*3A*^*K27R*^ */ CyO* were crossed to males of the genotype *yw; H3*.*3A*^*K27R*^ */ CyO*. Vials were maintained at 25C and flipped every other day. The number of heterozygous and homozygous *H3*.*3A*^*K27R*^ offspring was recorded.

To test for genetic interactions between *H3*.*3B*^*K27R*^ and dosage compensation mutations (**Fig 3C**), females of the genotype *H3*.*3B*^*K27R*^*/FM7-GFP* were crossed to males of the following genotypes:

1. *msl-1*^*γ216*^, *cn*, *bw / CyO* (Bloomington stock number 5870)
2. *msl-2*^*227*^ */ CyO* (Bloomington stock number 5871)
3. *msl-3*^*1*^, *red / TM3*, *Sb*, *Ser* (Bloomington stock number 5872)
4. *mle*^*9*^ */ CyO* (Bloomington stock number 5873)
5. *yw*; *CyO / If*
6. *yw*; *TM3*, *Sb / E93*^*4*^

To test for genetic interactions between *H3*.*3B*^*K27R*^ and Polycomb or Trithorax group genes (**Fig 6**), females of the genotype *H3*.*3B*^*K27R*^*/FM7-GFP* or *H3*.*3B*^*K27R*^*/FM7-GFP; tg-H3*.*3B*^*WT*^ were crossed to males of the following genotypes (with origin):

1. *esc*^*5*^, *E(Pc)*^*1*^ */ SM5* (Bloomington Stock Center number 3142)
2. w*; Su(z)12^*4*^, *FRT2A*, *e / TM6C*, *Sb* (Bloomington Stock Center number 24469)
3. w*; FRT82B, *Abd-B*^*Mcp-1*^, *Sce*^*1*^ */ TM6C*, *Sb*, *Tb* (Bloomington Stock Center number 24618)
4. *yw; Pc*^*15*^, *FRT2A / TM3*, *Sb* (Bloomington Stock Center number 24468)
5. *yw; E(z)*^*731*^, *FRT2A / TM3*, *Sb* (Bloomington Stock Center number 24470)
6. *E(z)*^*63*^ */ TM3*, *Sb* (gift of Judy Kassis)
7. *yw; FRT42D*, *Df(2R)Su(z)2-1*.*b8* / SM6b (Bloomington Stock Center number 24467)
8. *brm*^*2*^, *e*, *ca / TM6B*, *Sb*, *Tb*, *ca* (Bloomington Stock Center number 3619)
9. *brm*^*2*^, *trx*^*E2*^, *ca / TM6B*, *Tb*, *ca* (Bloomington Stock Center number 3622)
10. *red*, *e*, *ash2*^*1*^ */ TM6B*, *Tb* (Bloomington Stock Center number 4584)
11. *w; PBac–Utx*^*f01321*^ */ CyO* (Bloomington Stock Center number 18425)
12. *y; FRT82B*, *trx*^*E2*^ */ TM6C*, *Sb*, *Tb* (Bloomington Stock Center number 24160)

Other Genotypes used (with origin):

*H3*.*3B*^*0*^ (gift of Kami Ahmad)

*H3*.*3A*^*2x1*^ (gift of Kami Ahmad)

*Df(2L)BSC110 / CyO* (Bloomington stock number 8835)

### Western blotting

Protein extracts from male *H3*.*3B*^*K27R*^ or *yw* 16–20 hour embryos were prepared as described [33]. Nuclei from male *H3*.*3B*^*K27R*^ or *yw* pharate adults (96–108 hours after puparium formation) were isolated as described [47] with the following modification: nuclei pellets were resuspended in 10mM HEPES_KOH, pH7.9, 2.5mM spermidine, 10mM KCl, 0.1% Triton-X100. Samples were lysed by boiling in Laemmli SDS-PAGE loading buffer and clarified by centrifugation. Proteins were fractionated on BioRad TGX precast Any kD (BioRad 456–9035) gels and were transferred to 0.2um nitrocellulose membranes (BioRad 162–0112) at 100V for 10 minutes then 60V for 20 minutes. Western blot analysis was performed using HRP conjugated secondary antibodies (1:10000 goat anti-Mouse-HRP, ThermoFisher #31430; 1:10000 donkey anti-Rabbit-HRP, GE Healthcare #NA934V) and detected using Amersham ECL prime detection kit (GE healthcare, RPN2232). We used the following antibodies: anti-H3 (1:60000; AbCam AB1791), anti-H3K27me3 (1:1000; AbCam Ab6002), anti-H3K27Ac (1:1000; Active Motif 39135), anti-H3K27me2 (1:1000; Cell Signaling Technologies D18C8), anti-H4K16ac (1:1000; Active Motif 39167), and anti-tubulin (1:30000; Sigma T6074). Western blot signals were quantified with ImageQuant (Amersham) using images captured by Amersham Imager 600. Histone modifications were normalized to corresponding H3 or tubulin signals as indicated. Quantification of signals was based on at least two independent western blots, and each genotype was tested with two quantities of lysate.

### RNA-seq sample preparation and analysis

Total RNA was collected as described previously [42]. Briefly, 30 whole pharate adult males were dissected out of the pupal case and homogenized in 1mL of Trizol, and RNA was extracted according to manufacturer’s recommendation. Qiagen RNeasy columns were used for DNaseI digestion and RNA clean-up. 2ul of 1:1000 diluted ERCC spike-ins were combined with 100ng of total RNA, and then the NuGen Ovation RNA-seq library prep kit was used to generate high-throughput sequencing libraries following to the manufacturer’s protocol. Libraries were sequenced using an Illumina MiSeq. For sequence alignment, modified dm3 fasta and gtf files were generated in which all sequences and annotations for the replication-dependent histone genes were removed and an additional, 5kb chromosome was appended that contained a single, annotated copy of each gene. 

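Genes are listed by symbol. Of the 15115 symbols, 11702 match a current symbol of the BDGP6 annotation, 3165 match an older one and 248 match none. Of the 11304 genes tested, 11156 (98.69%) could be placed on a chromosome in this way. The positions given beside the results are from BDGP6 and not from dm3, and *His3* has none, since its annotated copy is on the added chromosome.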

Individual ERCC spike-in sequences were also appended as individual chromosomes. Genome files for use with the STAR aligner [76] were then generated using parameters:–sjdbOverhang 49. Sequencing reads were aligned using parameters:—alignIntronMax 50000—alignMatesGapMax 50000. Subread [77] was used to count reads mapping to features. DESeq2 [78] was used to identify differentially expressed genes using the lfcShrink function to shrink log-fold changes. Differentially expressed genes were defined as genes with an adjusted p value less than 0.01 and an absolute log2 fold change greater than 1. RPKM values were calculated using a custom R script, which is available upon request. Box plots display the 25^th^ and 75^th^ percentiles, and whiskers depict 1.5 times the inner quartile range. Outliers were removed for clarity. RNA-seq data from H4K16 mutant male third instar wing discs obtained from [45]. Data are publicly available on GEO, accession number GSE117703.

### Microscopy

Adult cuticles were mounted on glass slides in Hoyers and imaged using a digital camera mounted on a stereo-dissecting scope. Wing imaginal disc immunostaining and confocal microscopy was performed as previously described [42]. Mouse anti-Ubx (Developmental Studies Hybridoma Bank) was used at 1:30 dilution.

## Supporting information

S1 Fig (**A**) Bar plot of H3.3B and H3.3A RNA-seq signal from S2 cells treated with RNAi’s targeting dosage compensation components *Msl-2* (blue) and *MOF* (orange) (46). X-linked *H3*.*3B* decreases in both RNAi treatments, relative to control RNAi, whereas autosomal *H3*.*3A* does not decrease. (**B**) Browser shots of RNA-seq reads aligning to the *H3*.*3A* (left) and *H3*.*3B* (right) genes from wild type, *H3*.*3B*^*K27R*^, and double *H3*.*3*^*K27R*^ pharate adult males. Nucleotides in reads matching the wild type reference genome sequence are colored gray. Mismatched nucleotides in reads are indicated in color. The lysine 27 codon has been mutated to arginine, as indicated. (**C**) Plots of observed versus predicted RNA-seq signals for ERCC spike-in control RNAs from wild type, *H3*.*3B*^*K27R*^, and double *H3*.*3*^*K27R*^ pharate adult males.
(TIF) Click here for additional data file.

S1 Table List of genes that are differentially expressed in *H3*.*3B*^*K27R*^ pharate adult males relative to wild type pharate adult males. Genes highlighted in red indicate those that are also differentially expressed in the *H3*.*3*^*K27R*^ double mutants relative to wild type.
(XLSX) Click here for additional data file.

S2 Table List of genes that are differentially expressed in *H3*.*3*^*K27R*^ double mutant pharate adult males relative to wild type pharate adult males. 

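The log2 ratios in S1 Table and S2 Table have wild type as the numerator, so that genes with a negative ratio are more highly expressed in the mutant. They are the authors' shrunken estimates. For *Psc* and *Su(z)2* in double *H3.3* K27R males, the paper's reported ratios are -1.48 and -1.65. The ratios of wild type over double *H3.3* K27R males from log2(RPKM + 1) were -1.63 and -1.78, with standard errors of 0.17 and 0.14.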

Genes highlighted in red indicate those that are also differentially expressed in *H3*.*3B*^*K27R*^ mutants relative to wild type.
(XLSX) Click here for additional data file.

S3 Table List of RPKM values for all genes from each RNA-seq replicate. 

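Each column of S3 Table is 1 library, and an RPKM value is a gene's number of reads divided by its length and by the reads counted in that library. For the 1999 genes compared, the ratio of the table's value to the RPKM deposited by the authors had a median of 0.9975 for wild type replicate 1, 0.9974 for wild type replicate 2, 0.9976 for *H3.3B* K27R replicate 2, and 0.9974 and 0.9973 for the double *H3.3* K27R replicates. In these 5 libraries, the central 95% of genes had the same ratio to 4 digits. For *H3.3B* K27R replicate 1, the ratio ranged from 0.452 to 2.63 in the central 95% of genes, with a median of 1.01 and a Pearson correlation across genes of 0.980 on the log2 scale. The deposited column of this library is named as merged from technical runs, and the column of S3 Table is not.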

(XLSX) Click here for additional data file.

S1 Data Spreadsheet of numerical data used to generate all graphs. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

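RNA-seq of whole pharate adult males was analysed, with 2 libraries each of wild type, *H3.3B* K27R and double *H3.3* K27R males. Each library came from 30 males collected 96 to 108 hours after puparium formation and from 100 ng of total RNA. The authors aligned the reads with STAR to a modified dm3 genome in which the replication-dependent histone genes were replaced by 1 annotated copy of each, and counted reads with Subread. The authors deposited RPKM values for 15115 genes in 6 libraries, as reads per kilobase of gene scaled to the total of counted reads, made with a custom R script. Technical runs of *H3.3B* K27R replicate 1 were merged by the authors, and replicates were not pooled. The authors also deposited the results of DESeq2 for 3 comparisons between genotypes. As a score for each gene, the authors deposited the mean of counts divided by size factors and the Wald statistic. The deposited log2 ratios and their standard errors had been shrunk by the authors with lfcShrink. Each p value deposited by the authors came from DESeq2 over the 6 libraries, both unadjusted and adjusted by the Benjamini-Hochberg method. The deposited RPKM and log2 values were made by the authors and were not recomputed from reads. The versions of STAR, Subread and DESeq2 are not given in the paper's text.

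All 6 libraries were assigned to genotype and replicate by their labels. Whole reads were recovered from the deposited RPKM values, by finding for each library the scale at which its 73342 values above 0 over all libraries become whole numbers. All of them (100%) were within the tolerance, and the largest distance from a whole number was 0.003. Reads on genes were 1591441 and 2118264 in wild type, 1915687 and 1602741 in *H3.3B* K27R, and 1673661 and 1535941 in double *H3.3* K27R replicates 1 and 2. The 10 genes with the most reads held between 10.5% and 11.5% of the reads of a library. 1637 of the genes listed had 0 reads in all libraries. A fold change against a group with at most 3 reads in each library is given as a lower bound against 3 reads, and such bounds cover counting error only.

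Differential expression was tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend on log2(RPKM + 1), for the 11304 genes with a mean RPKM of at least 1 over the 6 libraries, and with p values adjusted by the Benjamini-Hochberg method. Genes were called differentially expressed at an adjusted p below 0.01 and an absolute log2 fold change above 1, the thresholds of the paper. The 3 genotypes were fitted together, with genotype as the factor and no other covariate, and the 3 pairwise comparisons were taken from that fit. The fit borrowed 3.43 prior degrees of freedom besides 3 residual degrees of freedom. Groups of 2 libraries allow no exact permutation test with a p below 0.333, and that value is given where a permutation test was made. No p value was computed when a library was left out, since 1 library then remained in a group.

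Chromosome arms came from the BDGP6 annotation, matched by current or older symbol for 11156 of the 11304 genes tested. The X minus autosome value and the value for highly expressed minus lowly expressed genes (the 2826 genes with the highest and the 2826 with the lowest expression) were computed in each library relative to the mean of the wild type libraries. Lists of genes were compared with 10000 random lists matched on mean expression in 20 bins. The lists were fixed before the data were examined, except that of cuticle protein genes (symbols starting with Cpr or Twdl), which was chosen after the data were seen.

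The genes named in the text follow a rule set before the data were examined: every gene the paper names for the RNA-seq data, the genes in both S1 Table and S2 Table, the members in Fig 5E, and for each comparison with wild type up to 5 genes with the largest increase and 5 with the largest decrease among those called whose mutant libraries both lay on the same side of both wild type libraries. Genes named outside this rule were chosen after their values were seen.

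Alternatives were a pseudocount of 0.1, no filter on low values, a mean RPKM of at least 5, quantile normalization, centring on the median of each library, a fit of only the 2 genotypes compared, a block for replicate number, voom weights on the recovered reads, eBayes without a trend, an adjusted p below 0.05 without a threshold on the fold change, and each library left out in turn. A block with the replicate numbers of double *H3.3* K27R males swapped was added after the data were seen. Library depth was tested by comparing the libraries of different genotypes that were closest in depth.

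The procedure was tested on simulated data, in which 200 genes were changed by known factors. Each planted change was larger in size than those of *Psc* and *Su(z)2* here. The spread of every simulated gene was drawn from that of genes with many reads in these libraries. The rates of detection therefore do not apply to smaller changes or to the true spread of genes with few reads. Of the 199 changed genes tested, limma called 98 (49.2%), and 44 of the 50 with at least 100 reads (88%). It also called 2 genes that had not been changed. With voom weights, 113 of 199 (56.8%) and 48 of 50 (96%) were called, with 2 further genes. A planted lowering of X-linked genes was recovered as -0.3, and 3 of 100 lists drawn at random fell outside the central 95% of matched lists. Those lists held genes drawn at random, so this rate does not cover lists of genes that vary together.

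Tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures drawn with matplotlib 3.10.9. Reads on the spike-in RNAs, reads over the mutated codons, and the H4K16 mutant data of Fig 3B were not analysed here. Western blots, viability, immunofluorescence and RT-PCR were not analysed here either.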

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

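The test of 2L was set before the data were examined, and the other tests in this part were chosen after the result was seen.

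The paper reports the genes that differ between each mutant and wild type, and compares *Psc* and *Su(z)2* between the mutants, but gives no list of the genes that differ between the mutants. Between double *H3.3* K27R and *H3.3B* K27R males, 7 genes passed the paper's thresholds, 2 higher and 5 lower in double *H3.3* K27R males. An adjusted p below 0.05 was reached by 35 genes, 17 higher and 18 lower. The authors' deposited comparison of these genotypes holds 57 genes past the same thresholds, 38 higher in *H3.3B* K27R and 19 higher in double *H3.3* K27R males, and 6 of the 7 genes are among them. The 7 genes are named after their values were seen. *Lsp1beta* changed by -7.12 on the log2 scale (standard error 0.20, adjusted p = 6.83e-05 from limma), *CG6639* by -2.95, *snoRNA:Tudor-SN-a* by -2.54, *ATPsynG* (listed under an older symbol) by -2.02 and *TotA* by 3.23. *snoRNA:Psi18S-1389a* was at least 21.0-fold lower and *CG30416* at least 23.8-fold higher, against a floor of 3 reads.

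The mutants differ in the *H3.3A* allele, which is on 2L, and could also differ in the rest of chromosome 2. On 2L were 3 of the 7 genes, against 18.5% of genes tested (Fisher's exact test, two-sided p = 0.12), which leaves open whether 2L is enriched. Of the 35 genes with an adjusted p below 0.05, 26 were on chromosome 2, 11 on 2L and 15 on 2R, against 38.9% of genes tested (Fisher's exact test, p = 3.1e-05). This set held 5 genes with only the 2 genotypes compared, 15 with the replicate block, 15 without a trend and 164 with voom weights. Positions and lengths were tested only for the 35 genes. None of the 35 was on the X chromosome, which both mutants share and which carries 15.9% of genes tested (Fisher's exact test, p = 0.0042). In the authors' deposited calls, 30 of the 56 genes that could be placed were on chromosome 2, against 38.8% (Fisher's exact test, p = 0.027). A candidate explanation is that part of the difference comes from sequence differences between the chromosomes 2 of the stocks and not from the mutated codon.

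Library depth was weighed between the double *H3.3* K27R and *H3.3B* K27R libraries closest in depth (ratio 0.958), where 7 of the 7 genes kept a log2 difference above 1 in size and in the same direction. Genes called from these libraries would nearly always keep it, so the genes cannot be told apart from an effect of library depth by this test. Developmental age was weighed with the lists of accessory gland and cuticle genes, which held 1 of the 35 genes (Fisher's exact test, p = 0.23). Both lists as a whole were lower in double *H3.3* K27R than in *H3.3B* K27R males, with a median log2 fold change of -0.583 for the cuticle list (-0.772 to -0.396 over the alternatives) and -0.225 for the accessory gland list (-0.292 to -0.206), whereas between replicates they moved in opposite directions. The lists therefore do not settle whether age contributes. Gene length remains a possible explanation, since the 35 genes had a median length of 690 bases, against 1190 to 2443 bases for the central 95% of matched lists (percentile 0.0). For *Lsp1beta*, reads shared with *Lsp1alpha* and *Lsp1gamma* remain possible: it had 4152 and 2324 reads in *H3.3B* K27R and 19 and 14 in double *H3.3* K27R replicates 1 and 2, while the sum of reads on the 3 genes, scaled to library depth, changed by -0.108 on the log2 scale. Chromosome 2, gene length and, for *Lsp1beta*, shared reads thus remain, and the pattern cannot be told apart from them or, with these tests, from a difference in age or library depth. The mutation of *H3.3A* is the biological difference in the design, and it cannot be told apart from the rest of chromosome 2 with these libraries.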

How the results depend on the processing

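All alternatives except the block with swapped replicate numbers of double *H3.3* K27R males were set before the data were examined.

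For genes called in *H3.3B* K27R males, the count of 1 rose to 7 with voom weights and to 7 with an adjusted p below 0.05 and no threshold on the fold change, and stayed at 1 under the other alternatives. Between the mutants, the count of 7 was 4 with no filter on low values, 2 with only the 2 genotypes compared, 2 with the replicate block, 2 with this block after swapping the numbers of double *H3.3* K27R males, 2 with eBayes without trend, 41 with voom weights and 35 with an adjusted p below 0.05. It was 6 with a mean RPKM of at least 5, 5 with quantile normalization, 5 with centring on the median and 7 with a pseudocount of 0.1. The count of 15 in double *H3.3* K27R males was 4 with only the 2 genotypes compared, 3 with the replicate block, 3 with the swapped block, 4 with eBayes without trend, 53 with voom weights and 94 with an adjusted p below 0.05, and between 12 and 16 under the remaining alternatives. All 3 genes called with either block were among the 15 and had decreased expression (0 were higher), and 1 of the 4 was higher with only the 2 genotypes compared and 1 of the 4 without trend. Higher were 7 of the 15 and 27 of the 53 with voom weights, and 13 of the 15 were called with voom weights.

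The 1 gene called in both mutants became 5 with voom weights and 5 with an adjusted p below 0.05. Of the PRC1 and PRC2 members, 1 was called, 2 with voom weights and 2 with an adjusted p below 0.05. None (0) was called with no filter on low values, with only the 2 genotypes compared, with either block or with eBayes without trend, where 1797, 1407, 1452, 1737 and 1495 genes had an unadjusted p below 0.05 in double *H3.3* K27R males.

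The X minus autosome value stayed positive, from 0.0424 to 0.0926 in *H3.3B* K27R and from 0.0457 to 0.0837 in double *H3.3* K27R males. With each library left out in turn it ranged from 0.0598 to 0.0682 and from 0.0508 to 0.0738. The difference between highly and lowly expressed genes changed sign in *H3.3B* K27R males, to -0.00253 with a pseudocount of 0.1 and -0.0114 with quantile normalization, and in double *H3.3* K27R males to -0.00125 with quantile normalization. Across the 4 fits that each left out 1 library it ranged from -0.0169 to 0.0455 in *H3.3B* K27R and from -0.00363 to 0.0735 in double *H3.3* K27R males.

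Of 494 fold changes of named genes under an alternative, 449 kept their direction and their side of the thresholds, 37 no longer passed, 6 newly passed, and 2 changed sign. The latter were those of *esc* in *H3.3B* K27R males, 0.0144 with quantile normalization and 0.00646 with centring on the median. With each library left out in turn, 12 of the 50 fold changes changed sign in at least 1 of the 4 fits, among them those of *H3.3A* (-0.20 to 0.36), *Sce* (-0.70 to 0.28) and *E(z)* (-0.099 to 0.60) in *H3.3B* K27R males. The adjusted p of *Su(z)2* in double *H3.3* K27R males ranged from 5e-05 to 0.0518 and that of *Psc* from 0.000383 to 0.0912. In *H3.3B* K27R males these ranges were 0.00334 to 0.255 and 0.00472 to 0.293. The cause of these changes was not tested.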

Differences from the paper's values

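In *H3.3B* K27R males, 1 gene was called lower and 0 genes higher than wild type, against the paper's 5 and 6 in S1 Table. With voom weights on reads, 5 genes were higher and with an adjusted p below 0.05 and no threshold on the fold change 4 were, values within 1.5 times the paper's 6. No alternative set before the data were examined came that close to the paper's 5 lower genes. In double *H3.3* K27R males, 8 genes were called lower and 7 higher, against the paper's 27 and 29. With voom weights on reads, 26 were lower and 27 higher, and none of the other alternatives set before the data were examined closed the gap. In both mutants, 1 gene was called, against the paper's 7. With voom weights, and with an adjusted p below 0.05, 5 genes were.

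The log2 ratios of wild type over mutant are compared with those of S1 Table and S2 Table, which the authors shrank. In *H3.3B* K27R males they were -3.16 for *CG11370* against the paper's -1.88, -3.46 for *Muc4B* against the paper's -1.49, 1.62 for *CG9029* against the paper's 1.36, and 6.09 for *CR40469* against the paper's 4.22. *Muc4B* had 0 reads in wild type, so its ratio is set by the pseudocount (-6.66 with a pseudocount of 0.1) and compares with the paper's only as a lower bound, at least 9.78-fold higher in *H3.3B* K27R males. For *CG9029*, centring each library on its median gave 1.57, leaving out wild type replicate 1 gave 1.58 and leaving out *H3.3B* K27R replicate 2 gave 1.54, all within the paper's standard error of its value. No alternative set before the data were examined closed the gap for *CG11370* and *CR40469*, or brought the ratio of *Muc4B* to the paper's.

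For double *H3.3* K27R males the ratios were -4.87 for *CG11370* against the paper's -3.29, -3.59 for *Muc4B* against the paper's -1.56, -1.49 for *CG9509* against the paper's -1.24, 3.09 for *CG9029* against the paper's 2.48, and 6.31 for *CR40469* against the paper's 4.25. They were 6.87 for *Lsp1beta* against the paper's 5.52, 5.08 for *snoRNA:Psi18S-1389a* against the paper's 1.84, 2.89 for *Acp32CD* against the paper's 1.71, -3.78 for *CG16762* against the paper's -2.79, and -3.01 for *TotA* against the paper's -1.95. The ratio of *Muc4B* is again set by the pseudocount (-6.80 with 0.1), and *snoRNA:Psi18S-1389a* had 1 read in each double *H3.3* K27R library, so both compare with the paper's only as lower bounds, at least 10.8-fold and at least 14.1-fold. For *CG9509*, leaving out wild type replicate 1 gave -1.43 and leaving out double *H3.3* K27R replicate 2 gave -1.34, and for *CG9029* leaving out double *H3.3* K27R replicate 1 gave 2.67, within the paper's standard error of its values. None of the alternatives set before the data were examined closed the gap for the other 6 ratios, or brought those of *Muc4B* and *snoRNA:Psi18S-1389a* to the paper's. Of the 19 log2 ratios compared, 5 were within the larger error of the paper's, among them all 4 of *Psc* and *Su(z)2*. In double *H3.3* K27R males these 2 genes left it with a pseudocount of 0.1 (-1.75 and -1.86) and with voom weights (-1.75 and -1.86). They also left it without wild type replicate 2 (-1.74 and -1.88), and *Psc* without double *H3.3* K27R replicate 2 (-1.73). The ratio of *CG9509* in *H3.3B* K27R males left it under several alternatives, for example -1.54 with voom weights.

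The paper lists *Psc* and *Su(z)2* as differentially expressed in both mutants. Here *Su(z)2* passed the thresholds in double *H3.3* K27R males, while *Psc* in both mutants and *Su(z)2* in *H3.3B* K27R males did not, with adjusted p values of 0.0195, 0.0913 and 0.0815 from limma. With voom weights, set before the data were examined, both genes were called in both mutants, and so they were with p values adjusted over the 10 members of Fig 5E alone, a figure the authors drew from the same libraries. Of the paper's 11 genes in S1 Table, 1 was called, and with voom weights 6. Of the 56 in S2 Table, 13 were called, 14 with a mean RPKM of at least 5, and 41 with voom weights. Fewer were called with centring on the median (12), with a pseudocount of 0.1 (11) and with no filter on low values (11). With only the 2 genotypes compared 4 were called, without a trend 4, and with either block 3. The 2 genes called in double *H3.3* K27R males that S2 Table does not list are *Mtk* and *snoRNA:Tudor-SN-a*.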

Other observations

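The test of the list of Polycomb targets was set before the data were examined, and the other tests in this part were chosen after the result was seen.

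Genes that differed from wild type were unevenly spread over the chromosomes. Of the 7 genes with an adjusted p below 0.05 in *H3.3B* K27R males, 4 were on the X chromosome, which carries *H3.3B* and 15.9% of genes tested (Fisher's exact test, p = 0.015). This set held 1 gene with only the 2 genotypes compared, 1 with the replicate block, 2 with the swapped block and 18 with voom weights. In double *H3.3* K27R males, 71 of the 93 genes that could be placed were on the X chromosome or chromosome 2, against 54.8% of genes tested (Fisher's exact test, p = 2.2e-05). Here the set of 94 genes became 19 with only the 2 genotypes compared, 21 with the replicate block and 209 with voom weights. Both tests of position were made only with the settings of the fit described above. Sequence differences between the mutant and wild type stocks on the chromosomes that carry the H3.3 genes may therefore account for part of these genes. The mutations themselves lie on the same chromosomes and cannot be told apart from such differences.

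A general rise of Polycomb targets was tested for the increase of *Psc* and *Su(z)2*, with a list of targets that holds neither gene. The 47 genes of the list that were tested had a median log2 fold change of 0.103 in *H3.3B* K27R males, at percentile 96.65 of the matched lists, and 0.179 in double *H3.3* K27R males, at percentile 99.42. The former lies within and the latter above the central 95%. Of the 47 genes, 35 were higher in double *H3.3* K27R males and 0 had an adjusted p below 0.05. Of all 11304 genes tested, 94 had an adjusted and 1671 an unadjusted p below 0.05. So few genes reached the adjusted limit that 0 of 47 says little about the list. Under the alternatives the median of the list ranged from 0.0209 to 0.189 in *H3.3B* K27R and from 0.0448 to 0.244 in double *H3.3* K27R males. Both lowest values came from the 18 genes of the list with a mean RPKM of at least 5. Local background on 2R was weighed with the 37 genes around the pair, whose median was at percentile 47.98 in *H3.3B* K27R and 81.41 in double *H3.3* K27R males. Developmental age was weighed with a score, the median of the accessory gland list minus that of the cuticle list in each library. The score differed from wild type by -0.912 in *H3.3B* K27R and -0.313 in double *H3.3* K27R males, and by 1.34, -0.354 and -1.13 between the replicates of wild type, *H3.3B* K27R and double *H3.3* K27R males. With the slope of each gene on the score between replicates, the largest share of the observed change that the score predicts was 0.11, for *Psc* in *H3.3B* K27R males. This slope rests on 3 pairs of libraries. Library depth was weighed between the wild type and mutant libraries closest in depth (ratios 1.01 and 0.965), where the smallest of the 4 log2 differences was 1.36. The smallest difference over all pairs of a mutant and a wild type library was 1.03, so no pair could have fallen below 1. This score does not account for the rise of *Psc* and *Su(z)2*. The wild type libraries differed 1.33-fold in depth, yet for both genes replicates of a genotype differed by at most 0.22. Wild type and mutant libraries of nearly equal depth differed by 1.36 or more. These values argue against library depth as the cause of the rise of these genes. The neighbors test a shift of the whole region and leave open a sequence difference that acts on the pair alone. From these libraries alone, the rise cannot be told apart from such a difference. In the paper's RT-PCR of *H3.3B* K27R males, a wild type *H3.3B* transgene restored *Su(z)2* expression, and that of *Psc* to a lesser extent. The paper concludes that off-target effects of the mutagenesis did not cause the increase. That rescue, which was not analysed here, argues against such a difference as the whole cause in these males. For double *H3.3* K27R males, a small general rise of Polycomb targets may be part of the result (percentile 99.42), while in *H3.3B* K27R males the list lay within the matched lists (96.65). Directly compared with *H3.3B* K27R males, the list was 0.0747 higher in double *H3.3* K27R males, at percentile 77.45. The list therefore does not tell the mutants apart.

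Replicates of a genotype differed in genes of the accessory gland and ejaculatory duct and in cuticle protein genes. Between wild type replicates 1 and 2, the accessory gland list differed by 0.685 (27 genes) and the cuticle list by -0.469 (56 genes). Between double *H3.3* K27R replicates 1 and 2 the differences were -0.786 and 0.611, and between *H3.3B* K27R replicates -0.0859 and 0.204. In 2 of the 3 genotypes both lists moved in opposite directions outside the central 95% of matched lists, which could reflect the developmental age of the flies within the 12 hours of collection. A different share of reproductive tissue would move the accessory gland list alone, which happened in 0 of the 3 genotypes. The accessory gland list was lower in the deeper replicate in 3 of the 3 genotypes, by -0.685, -0.0859 and -0.786 at depth ratios of 1.33, 1.2 and 1.09. With 3 pairs this direction does not settle whether library depth contributes, and age cannot be told apart from library depth here.

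Replicate numbers did not pair the libraries across genotypes. The differences between replicates 1 and 2, taken over all genes tested, had a correlation across genes of 0.0165 between wild type and *H3.3B* K27R males, -0.209 between wild type and double *H3.3* K27R males and 0.00931 between *H3.3B* K27R and double *H3.3* K27R males. Genes are not independent replicates. With the numbers of double *H3.3* K27R males swapped, the correlation between wild type and double *H3.3* K27R males was 0.209, and the numbers of these libraries may be crossed. With the replicate block, 3 genes were called in double *H3.3* K27R males and 21 had an adjusted p below 0.05. After swapping, an alternative chosen after seeing the data, these counts were 3 and 63, against 15 and 94 without a block. Paired by number, *Psc* rose by 1.41 and 1.24 in *H3.3B* K27R and by 1.84 and 1.41 in double *H3.3* K27R males, and with the numbers of the mutant swapped by 1.46 and 1.19 and by 1.63 and 1.62. *Su(z)2* rose by 1.23 and 1.16 and by 1.90 and 1.65 as numbered, and by 1.36 and 1.03 and by 1.86 and 1.70 when swapped.

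X-linked genes in double *H3.3* K27R males were 0.0623 higher relative to autosomal genes than in wild type (SD 0.0162 between double *H3.3* K27R libraries, n = 2, exact permutation p = 0.333, the smallest that 2 libraries against 2 allow).

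The list of immune peptide genes (22 tested) had a median log2 fold change of 1.35 in double *H3.3* K27R males against wild type and 1.33 against *H3.3B* K27R males, both at percentile 100.0 of matched lists, with 20 of the 22 genes higher in each comparison. Its range over the alternatives was 1.28 to 1.58 and 1.28 to 2.17. Between replicates of a genotype, the same list differed by -0.323 in wild type, 0.199 in *H3.3B* K27R and 0.449 in double *H3.3* K27R males. These replicate differences were smaller in size, but they too lay outside the central 95% of matched lists (percentiles 0.58, 99.64 and 99.99). A percentile outside that range therefore does not by itself show a difference between genotypes. The larval serum and fat body list (6 genes) had a median of 0.716 (0.71 to 0.769 over the alternatives) in double *H3.3* K27R males, and differed by -0.0431 between wild type replicates, by 0.404 between *H3.3B* K27R replicates and by -0.572 between double *H3.3* K27R replicates. In the same order, these replicate differences were at percentiles 24.82, 100.0 and 0.01 of matched lists. The accessory gland list had a median of -0.438 in *H3.3B* K27R males (-0.443 to -0.35) and -0.631 in double *H3.3* K27R males (-0.636 to -0.564) against wild type, and the cuticle list 0.362 in *H3.3B* K27R males (0.299 to 0.425) and -0.284 in double *H3.3* K27R males (-0.325 to -0.18), all outside the central 95% of matched lists. No library was left out for these ranges. In replicates 1 and 2, the accessory gland list was at 0.789 and -0.0349 in wild type. It was at -0.26 and -0.0636 in *H3.3B* K27R and at -0.506 and 0.0058 in double *H3.3* K27R males. The cuticle list was at -0.258 and 0.261, 0.454 and 0.296, and -0.00459 and -0.622. The sizes of these shifts thus depended on which wild type library was used. Between the mutants, the list of replication-dependent histone genes (5 genes) was 0.366 higher in double *H3.3* K27R males (0.293 to 0.385), at percentile 98.26. The lists of neuronal and muscle genes lay within the central 95% of matched lists in all 3 comparisons of genotypes. No explanation was tested for these lists.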
